# Targeting the lipid kinase PIKfyve upregulates surface expression of MHC class I to augment cancer immunotherapy

**DOI:** 10.1073/pnas.2314416120

**Published:** 2023-11-27

**Authors:** Yi Bao, Yuanyuan Qiao, Jae Eun Choi, Yuping Zhang, Rahul Mannan, Caleb Cheng, Tongchen He, Yang Zheng, Jiali Yu, Mahnoor Gondal, Gabriel Cruz, Sara Grove, Xuhong Cao, Fengyun Su, Rui Wang, Yu Chang, Ilona Kryczek, Marcin Cieslik, Michael D. Green, Weiping Zou, Arul M. Chinnaiyan

**Keywords:** PIKfyve, MHC class I, immunotherapy, cancer

## Abstract

Despite the remarkable clinical success of immunotherapies in a subset of cancer patients, many fail to respond to treatment and exhibit resistance. Here, we found that genetic or pharmacologic inhibition of the lipid kinase PIKfyve, a regulator of autophagic flux and lysosomal biogenesis, upregulated surface expression of major histocompatibility complex class I (MHC-I) in cancer cells via impairing autophagic flux, resulting in enhanced cancer cell killing mediated by CD8^+^ T cells. Genetic depletion or pharmacologic inhibition of PIKfyve elevated tumor-specific MHC-I surface expression, increased intratumoral functional CD8^+^ T cells, and slowed tumor progression in multiple syngeneic mouse models. Importantly, enhanced antitumor responses by *Pikfyve*-depletion were CD8^+^ T cell- and MHC-I-dependent, as CD8^+^ T cell depletion or *B2m* knockout rescued tumor growth. Furthermore, PIKfyve inhibition improved response to immune checkpoint blockade (ICB), adoptive cell therapy, and a therapeutic vaccine. High expression of *PIKFYVE* was also predictive of poor response to ICB and prognostic of poor survival in ICB-treated cohorts. Collectively, our findings show that targeting PIKfyve enhances immunotherapies by elevating surface expression of MHC-I in cancer cells, and PIKfyve inhibitors have potential as agents to increase immunotherapy response in cancer patients.

## Significance

Immunotherapies have shown clinical success in certain indications, but many patients fail to respond to treatment and exhibit resistance. Despite tremendous efforts to solve this clinical challenge, developing therapeutic strategies to improve response to immunotherapies remains a pressing clinical problem. The lack of a thorough understanding of the molecular processes that cancer cells adopt to downregulate MHC-I (major histocompatibility complex class I) to evade antitumor immunity has hindered the development of a rational combination treatment for overcoming resistance to immunotherapies. This study identifies therapeutic targeting of PIKfyve as a strategy to upregulate surface expression of MHC-I in cancer cells and thus enhance response to immunotherapies across various cancer types, including those such as pancreatic cancer that are often unresponsive to immunotherapies.

Immunotherapy is a type of treatment that harnesses the power of the immune system to fight diseases, particularly cancer (1–4). Many patients, however, fail to benefit from immunotherapies by exhibiting primary resistance (5–8). Understanding what enables successful immunotherapy treatment and developing strategies that overcome resistance to immunotherapies remains a critical pursuit (5–8).

The role of CD8^+^ T cells in anticancer immunity and the clinical success of immunotherapies has been well established (9–12). For example, antigen presentation by major histocompatibility complex class I (MHC-I) on tumor cells is crucial for CD8^+^ T cells to recognize malignant cells (13–15). While complete genetic loss of MHC-I components is rare (14), malignant cells often down-regulate expression of MHC-I, leading to escape from CD8^+^ T cell recognition and failure of immunotherapies (13, 14, 16–19).

Autophagy has recently been found to degrade MHC-I, resulting in decreased MHC-I surface expression in pancreatic ductal adenocarcinoma (PDAC) (17). Inhibition of autophagy restores tumor-specific MHC-I surface expression, leading to increased intratumoral CD8^+^ T cells and immune checkpoint blockade (ICB) sensitization in mouse PDAC models (17). Concordantly, accumulating evidence suggests that autophagy inhibition may augment antitumor immunity and enhance efficacy of ICB therapy (20–22). However, autophagy inhibitors tested in the clinic, chloroquine and hydroxychloroquine, show limited cellular uptake in acidic conditions (23). This is potentially attributed to the low clinical efficacy of these autophagy inhibitors (24–26), as the tumor microenvironment is acidic (27). Furthermore, chloroquine and hydroxychloroquine are non-specific autophagy inhibitors (28, 29). Therefore, novel therapeutic strategies are needed to target autophagy.

PIKfyve is a class III lipid kinase that phosphorylates phosphatidylinositol 3-phosphate to generate PI(3, 5)P2 (phosphatidylinositol 3,5-biphosphate). PIKfyve, which is related to the more well-known lipid-related kinase PIK3CA, plays an essential role in autophagy and lysosomal adaptation processes. PIKfyve inhibition has been shown to mediate autophagy dysfunction by blocking autophagic flux and to exhibit antitumor efficacy in various cancer types (30–33). At least two PIKfyve inhibitors, apilimod and ESK981 (formerly CEP-11981), are in clinical development for cancer therapy (34–36). However, whether and how PIKfyve serves as a target for upregulating tumor-specific MHC-I surface expression and whether apilimod or ESK981 treatment augments CD8^+^ T cell–dependent immunotherapies remain to be explored.

Here, we found that genetic depletion or pharmacologic inhibition of PIKfyve upregulated surface expression of MHC-I in cancer cells, leading to enhanced antigen presentation and improved CD8^+^ T cell–mediated cancer cell killing in vitro. Concordantly, genetic or pharmacologic inhibition of PIKfyve upregulated tumor-specific MHC-I surface expression, increased intratumoral functional CD8+ T cells, and retarded tumor progression in syngeneic mouse models. Finally, we tested the combination of PIKfyve inhibitor and various CD8^+^ T cell–dependent immunotherapies, including ICB, adoptive cell therapy (ACT), and a therapeutic vaccine, and found that PIKfyve inhibition markedly enhanced efficacy of these immunotherapies in pre-clinical models. Collectively, our findings suggest that targeting PIKfyve may enhance CD8^+^ T cell–dependent immunotherapies via elevating surface expression of MHC-I in cancer cells.

## Results

### Genetic or Pharmacologic Inhibition of PIKfyve Induces MHC-I Surface Expression.

To examine whether targeting PIKfyve induces MHC-I surface expression, we first knocked out *Pikfyve* in different murine cancer cell models—KPC1361 derived from a pancreatic tumor of a genetically engineered mouse model (*LSL-Kras^G12D/+^; LSL-Trp53^R172H/+^; Pdx1-Cre*) and the melanoma model B16-F10 (Fig. 1*A*). Consistent with previous reports (30, 32), *Pikfyve* depletion led to accumulation of the lipidated form (LC3A/B-II) of MAP1LC3A/B protein (LC3A/B) (Fig. 1*A*) and formation of vacuoles in vitro in the cancer cells (Fig. 1*B*). Employing immunofluorescence, we found that knockout of *Pikfyve* resulted in increased cell surface expression of MHC-I (Fig. 1*B*). To quantify the surface expression of MHC-I, we further employed flow cytometry analysis and confirmed that *Pikfyve* depletion elevated both constitutive and IFN-γ-induced surface expression of MHC-I (Fig. 1*C*). We then sought to examine these effects with two phase I-cleared orally bioavailable PIKfyve inhibitors, apilimod and ESK981. Apilimod or ESK981 treatment also increased cell surface expression of MHC-I (Fig. 1*D*), and upregulated both constitutive and induced surface expression of MHC-I in various murine cancer types, including KPC1361 (pancreas), B16-F10 (melanoma), 4T1 (breast), and MyC-CaP (prostate), in a dose-dependent manner (Fig. 1*E* and *SI Appendix*, Fig. S1*A*). Importantly, the increased MHC-I surface expression by PIKfyve inhibition was also observed in various human cancer models, including MIA PaCa2, LNCaP, and prostate cancer patient–derived xenografts (*SI Appendix*, Fig. S1 *B*–*D*). In line with previous reports (30, 32), treatment with the PIKfyve inhibitors also led to LC3A/B-II accumulation (*SI Appendix*, Fig. S1*E*) and vacuole formation (Fig. 1*D*). PIKfyve has been shown to regulate the formation of autolysosomes and, thus, protein degradation (31, 32). We observed that total protein levels, but not mRNA levels, of MHC-I were upregulated by PIKfyve inhibition (*SI Appendix*, Fig. S1 *E* and *F*). To evaluate whether the action of PIKfyve inhibitors was on-target, we treated *Pikfyve*-wild-type or *Pikfyve*-null cancer cells with apilimod or ESK981 and found that upregulation of MHC-I surface expression by PIKfyve inhibition was only observed in the wild-type cells but not *Pikfyve*-null cells (Fig. 1*F*). These data confirmed that the action of PIKfyve inhibitors was on-target.

**Fig. 1.**
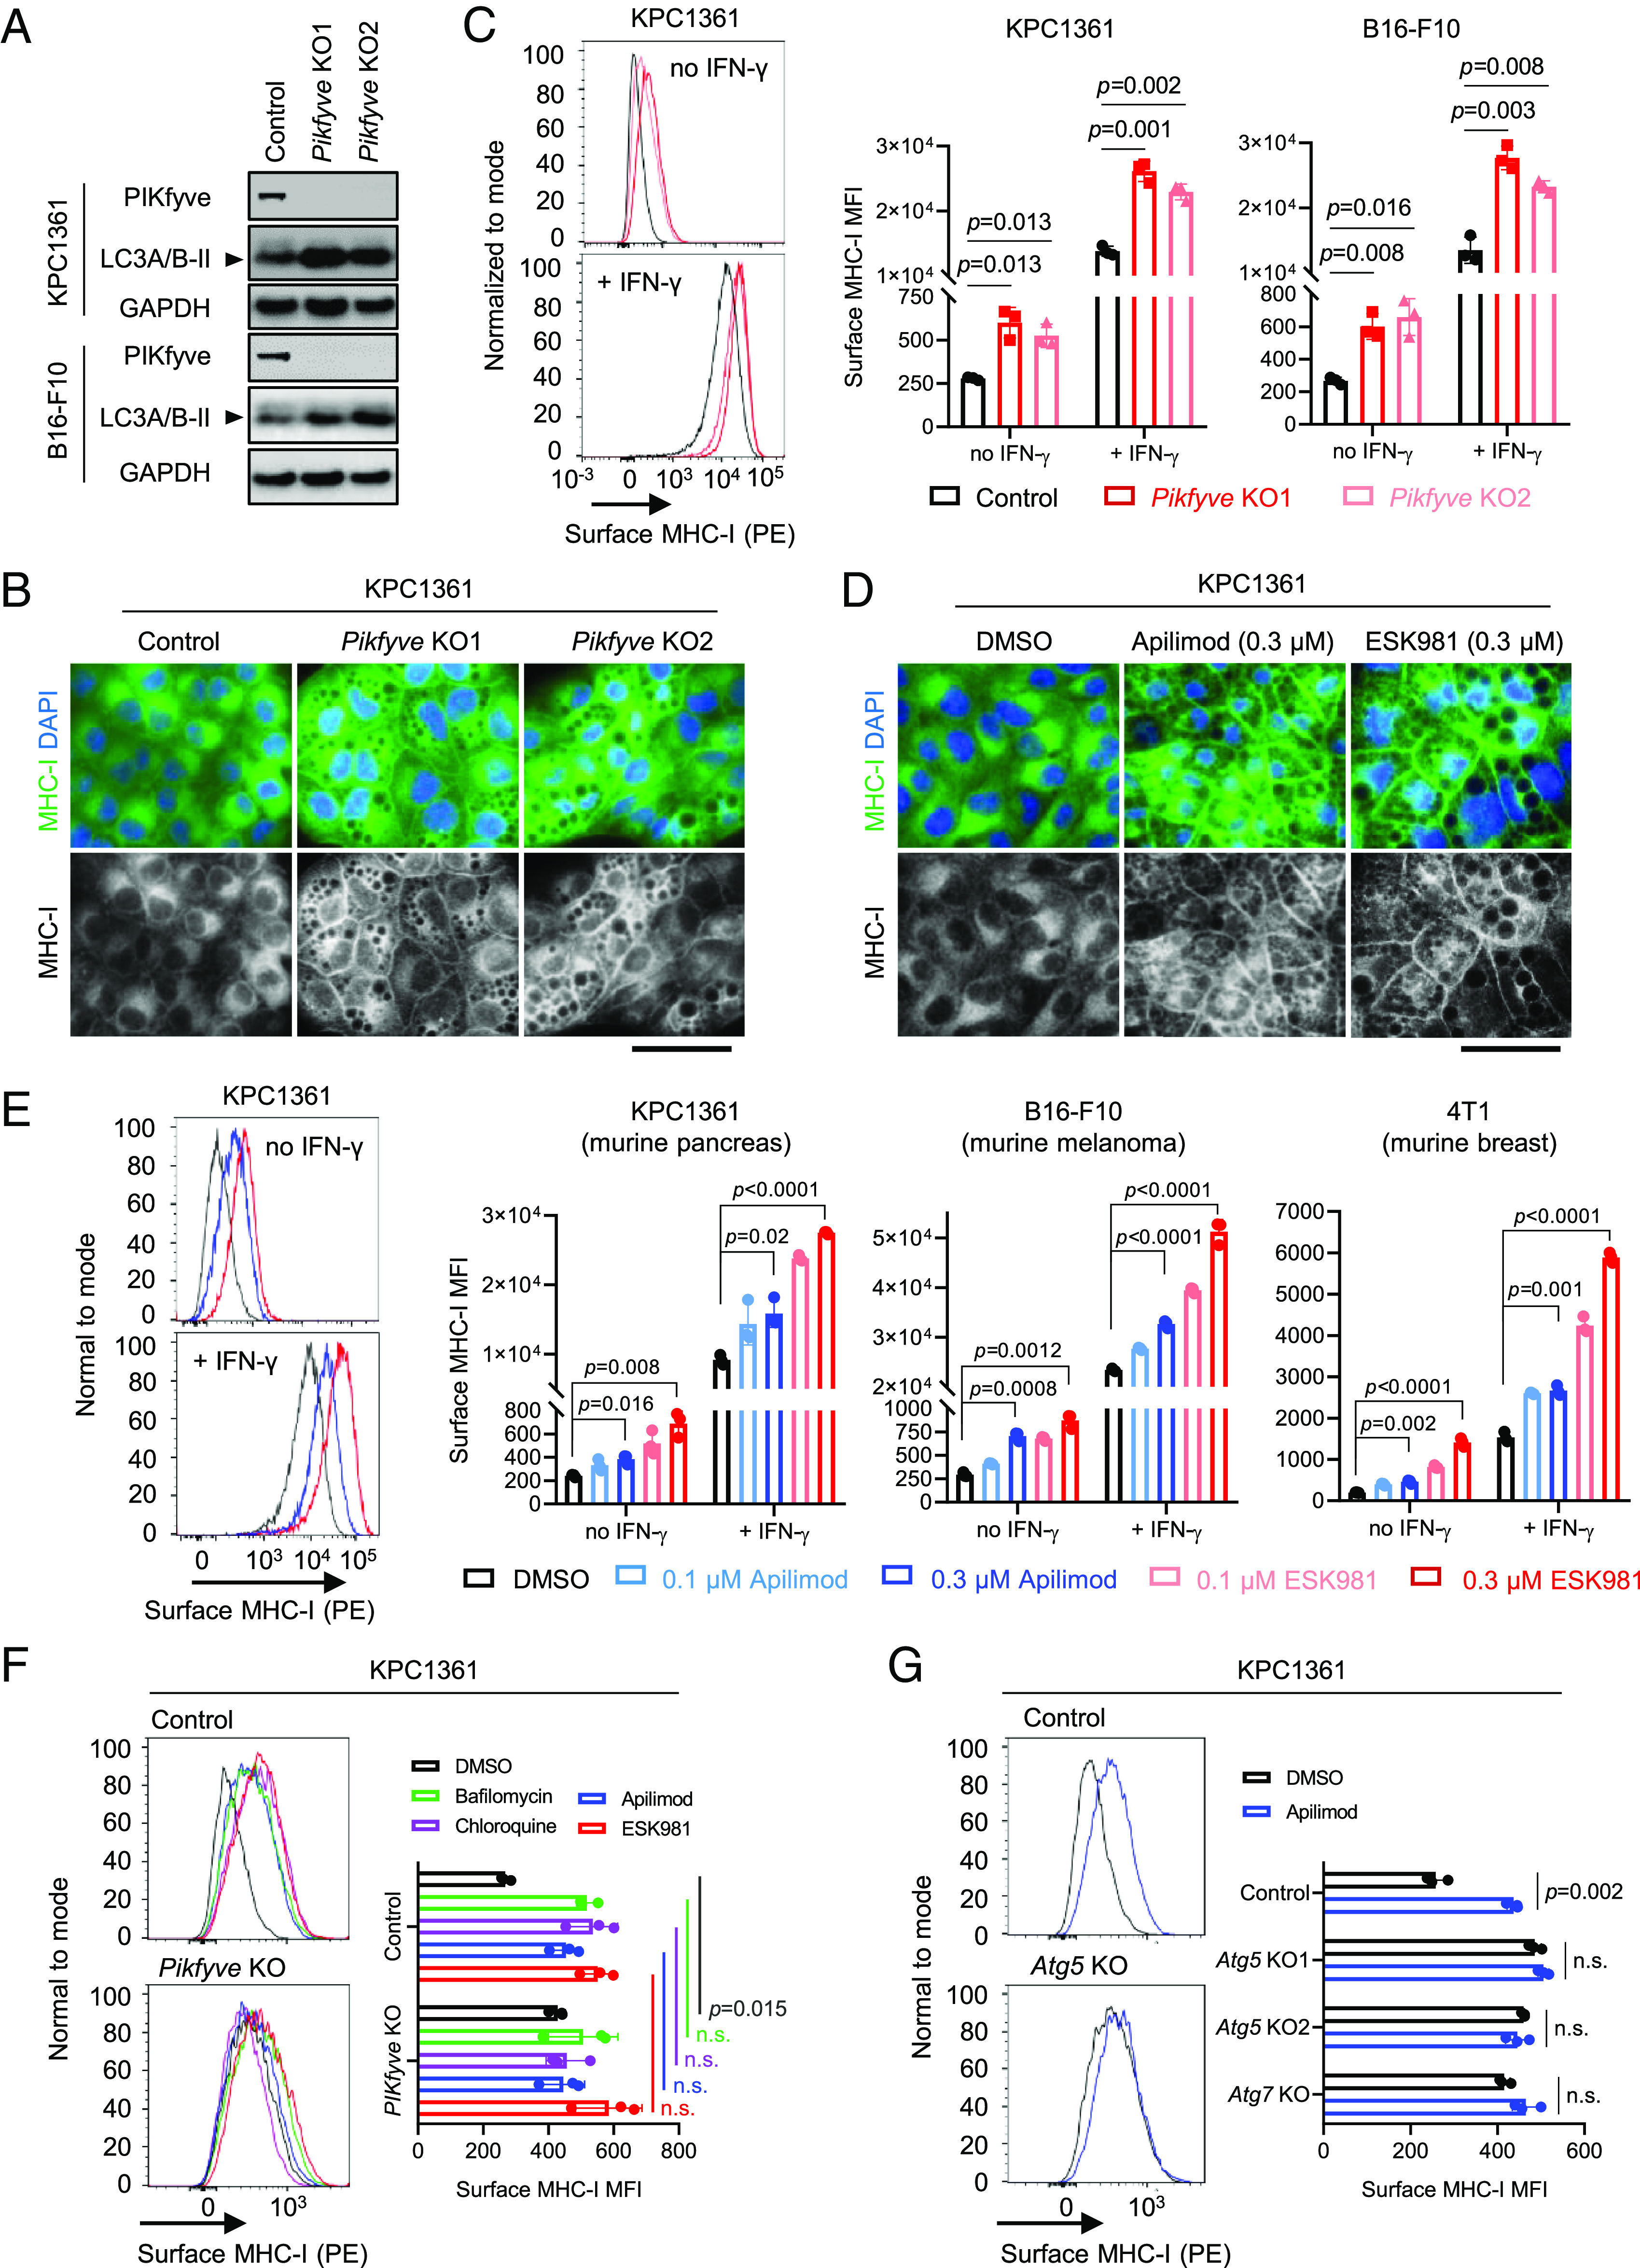
Genetic or pharmacologic inhibition of PIKfyve induces MHC-I surface expression. (*A*) Immunoblot analysis assessing levels of the indicated proteins in KPC1361 and B16-F10. Images are representative of two independent biological replicates. (*B*) Immunofluorescence assessing MHC-I localization in KPC1361 with non-targeting single-guide RNA (control), or independent single-guide RNAs depleting *Pikfyve* (*Pikfyve* KO1 and *Pikfyve* KO2), stimulated with IFN-γ at 10 ng/mL for 24 h. Images are representative of two independent biological replicates. (Scale bar: 50 µm.) (*C*) Representative traces (*Left*) and quantification (*Right*) of flow cytometry measuring MHC-I surface expression in control or *Pikfyve* KO cells, treated with or without IFN-γ at 10 ng/mL for 24 h. (*D*) Immunofluorescence assessing MHC-I localization in KPC1361 treated with the indicated agents at the indicated concentrations for 24 h and stimulated with IFN-γ at 10 ng/mL for 24 h. Images are representative of two independent biological replicates. (Scale bar: 50 µm.) (*E*) Representative images (*Left*) and quantification (*Right*) of flow cytometry measuring MHC-I surface expression in the indicated cells stimulated with or without IFN-γ at 10 ng/mL and treated with the agents at the indicated concentrations for 24 h. (*F*) Representative images (*Left*) and quantification (*Right*) of flow cytometry measuring MHC-I surface expression in KPC1361 with or without *Pikfyve* KO, following treatment of the indicated agents for 24 h. Concentrations of the treatments were 200 nM for bafilomycin, 30 μM for chloroquine, 300 nM for apilimod, and 100 nM for ESK981. (*G*) Representative images (*Left*) and quantification (*Right*) of flow cytometry measuring MHC-I surface expression in KPC1361 with non-targeting control, or single-guide RNAs depleting *Atg5* or *Atg7*, following treatment of 300 nM apilimod for 24 h. *Atg5* KO1 and KO2 were generated with independent single-guide RNAs. Data in (*C*, *E*, and *F*) were acquired with three independent biological replicates, presented as mean ± SD. Data in (*G*) were acquired with technical triplicates representative of two independent biological replicates. All statistics were acquired by two-tailed Student’s *t* test with Bonferroni correction. MFI: mean fluorescence intensity. n.s.: not significant.

PIKfyve inhibition has previously been shown to impair autophagy (30, 32). We thus sought to determine whether inhibition of PIKfyve elevated MHC-I surface expression by perturbing autophagic flux. We disrupted autophagy with bafilomycin or chloroquine in *Pikfyve*-wild-type or *Pikfyve*-null cancer cells. In line with what has been reported (17), we found that inhibition of autophagy by bafilomycin or chloroquine induced MHC-I surface expression in the *Pikfyve*-wild-type cells (Fig. 1*F*). While knockout of *Pikfyve* alone elevated MHC-I surface expression, it failed to further upregulate the levels of MHC-I surface expression upon autophagy inhibition (Fig. 1*F*). These data indicate that the elevated MHC-I surface expression by PIKfyve inhibition was achieved via autophagy impairment. Moreover, we disrupted autophagy with a genetic approach by depleting *Atg5* or *Atg7*. Successful knockout of *Atg5* or *Atg7* was indicated by complete loss of ATG5 or ATG7 protein expression, respectively, and impaired LC3A/B-II formation (37–39) (*SI Appendix*, Fig. S1*G*). As expected, we observed that depletion of *Atg5* or *Atg7* also resulted in increased MHC-I surface expression (Fig. 1*G*). While PIKfyve inhibition elevated MHC-I surface expression in wild-type cells, it did not further increase surface expression of MHC-I in the *Atg5*-null or *Atg7*-null cancer cells, confirming that PIKfyve inhibition upregulated MHC-I surface expression by impairing autophagy (Fig. 1*G*).

### Genetic or Pharmacologic Inhibition of PIKfyve Upregulates Antigen Presentation and Enhances Cancer Cell Killing by CD8^+^ T Cells.

We next examined whether pharmacologic inhibition or genetic depletion of *Pikfyve* led to enhanced CD8^+^ T cell–mediated cancer cell killing. We generated ovalbumin-expressing (OVA) KPC1361 and B16-F10 cells (*SI Appendix*, Fig. S2 *A* and *B*) and cocultured them with activated CD8^+^ T cells isolated from OT1 mice. We found that the OT1 CD8^+^ T cells had virtually no effect on the control cancer cells expressing the empty vector but killed the OVA-expressing cancer cells (Fig. 2*A*). Importantly, pharmacologic inhibition or genetic depletion of *Pikfyve* significantly enhanced the OVA cancer cell killing mediated by CD8^+^ T cells (Fig. 2*A*). Concordantly, we also observed an increase in IFN-γ expression and Ki-67 proliferating CD8^+^ T cells in co-culture following pharmacologic inhibition or genetic depletion of *Pikfyve* (Fig. 2*B*). We further evaluated the antigen presentation in the OVA cancer cells with flow cytometry, using an antibody detecting an OVA-peptide (SIINFEKL)-bound MHC-I (H-2Kb). As expected, we found that genetic or pharmacologic inhibition of PIKfyve resulted in upregulation of antigen presentation in the cancer cells (Fig. 2*C* and *SI Appendix*, Fig. S2*C*). Collectively, genetic or pharmacologic inhibition of PIKfyve upregulates antigen presentation and enhances cancer cell killing mediated by CD8^+^ T cells.

**Fig. 2.**
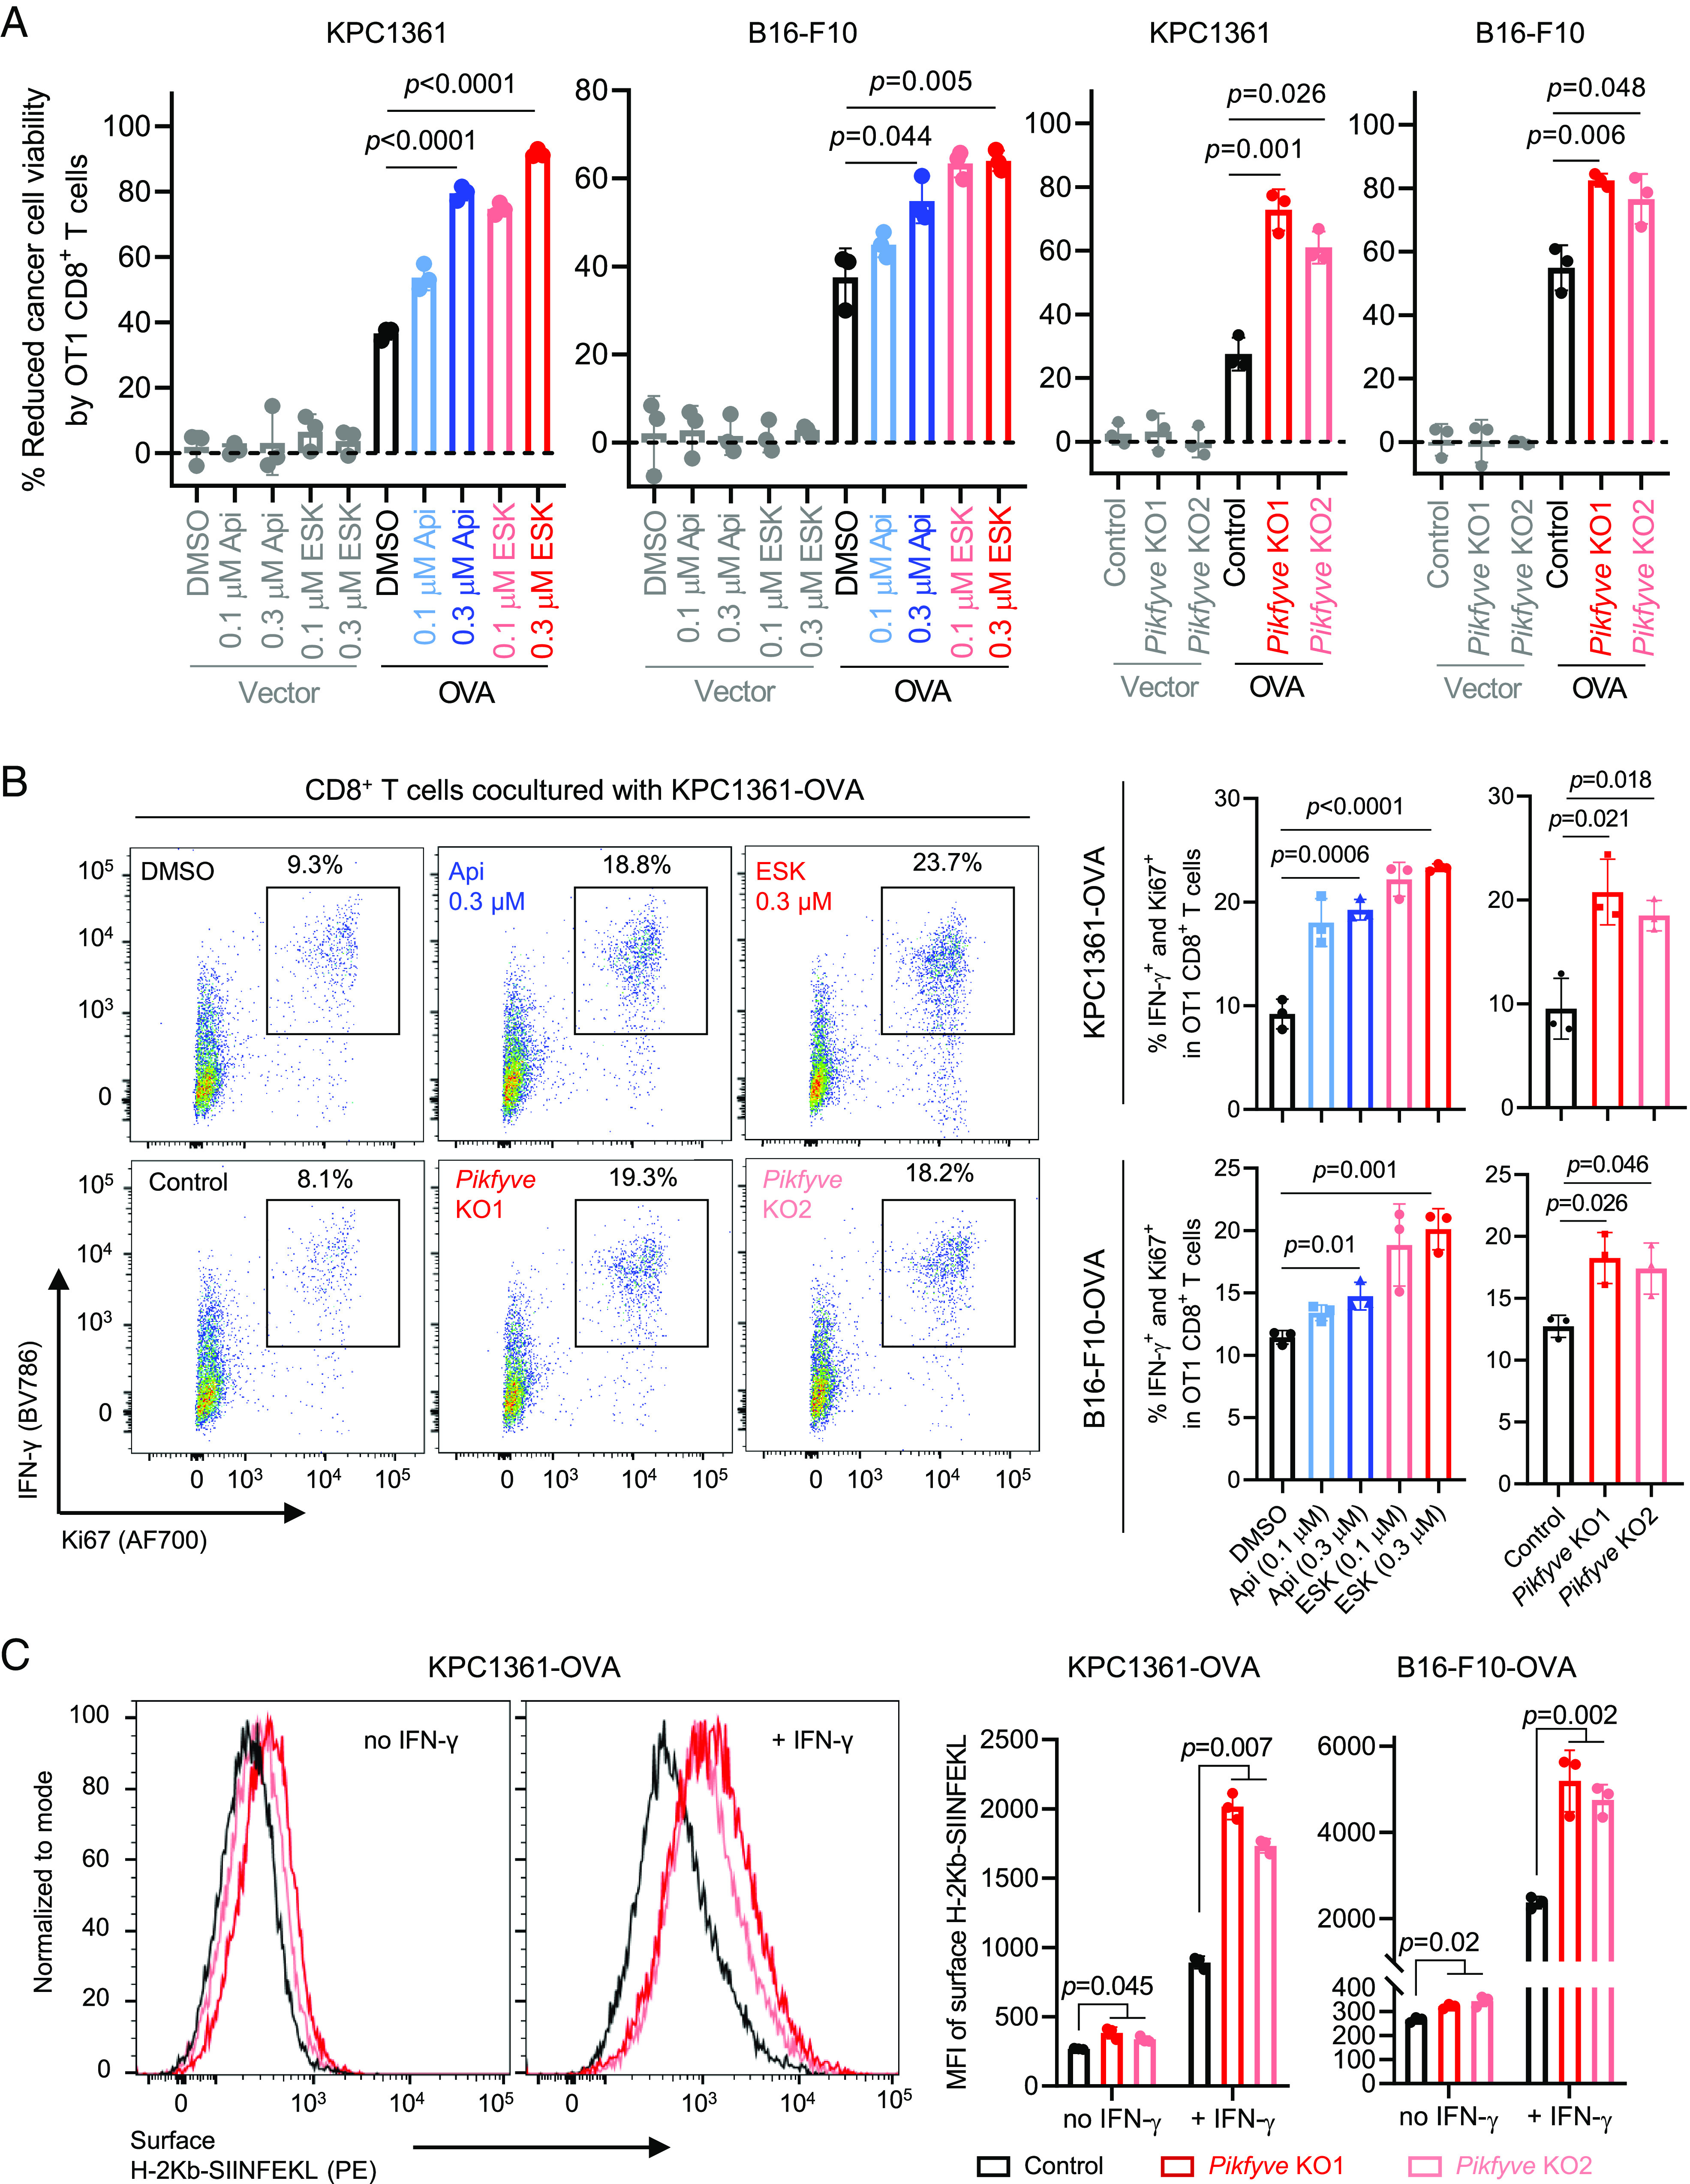
Genetic or pharmacologic inhibition of PIKfyve upregulates antigen presentation and enhances cancer cell killing by CD8^+^ T cells. (*A*) *Left*: Viability of cancer cells with or without OVA overexpression treated with the indicated agent for 24 h, followed by coculture with activated CD8^+^ T cells isolated from OT1 mice for 48 h. *Right*: Viability of control or *Pikfyve*-null cancer cells with or without OVA overexpression, cocultured with activated CD8^+^ T cells isolated from OT1 mice for 48 h. (*B*) Representative images (*Left*) and quantification (*Right*) of flow cytometry measuring the proportion of IFN-γ^+^ and Ki67^+^ cells in the activated CD8^+^ T cells cocultured with the indicated cancer cells in (*A*). (*C*) Representative images (*Left*) and quantification (*Right*) of flow cytometry measuring surface expression of an OVA-peptide (SIINFEKL) bound MHC-I (H-2Kb) in the control or *Pikfyve*-null cancer cells, treated with or without IFN-γ at 10 ng/mL for 24 h. Data in *A*, *B*, and *C* were acquired with three independent biological replicates presented as mean ± SD. Statistics were acquired by two-tailed Student’s *t* test (*A* and *B*) or two-way ANOVA (*C*), with Bonferroni correction. MFI: mean fluorescence intensity. Control: non-targeting single-guide RNA. *Pikfyve* KO1 and *Pikfyve* KO2: independent single-guide RNAs depleting *Pikfyve*.

### Loss of *Pikfyve* Retards Tumor Progression in a CD8^+^ T Cell- and MHC Class I-Dependent Manner.

We next evaluated the effect of *Pikfyve* loss in vivo by injecting the *Pikfyve* knockout cancer cells into their immunocompetent syngeneic hosts (Fig. 3 *A* and *B*). We found that depletion of *Pikfyve* strongly retarded tumor progression in both the pancreatic (KPC1361) and melanoma (B16F10) models, compared to the *Pikfyve*-wild-type control (Fig. 3 *A* and *B*). We also measured the amount of total and activated CD8^+^ T cells in the tumors and observed that knockout of *Pikfyve* increased the amount of intratumoral CD8^+^ T cells and the proportion of activated CD8^+^ T cells (Fig. 3*C* and *SI Appendix*, Fig. S3*A*). Of note, we did not observe any significant change of CD8^+^ T cell activation in the tumor-draining lymph nodes (TdLN; see *SI Appendix*, Fig. S3*B*), suggesting that *Pikfyve*-loss in malignant cells affects quantity and functionality of CD8^+^ T cells in the tumor microenvironment, rather than CD8^+^ T cell priming in TdLN. We further performed flow cytometry to measure the surface expression of MHC-I in cancer cells in vivo using fluorescent-labelled cancer cells (*SI Appendix*, Fig. S3*C*). Consistent with what was observed in vitro, we found that depletion of *Pikfyve* led to upregulation of MHC-I surface expression in tumor cells (Fig. 3 *D* and *E*). Importantly, upregulation of tumor-specific MHC-I expression by *Pikfyve*-loss was also validated using immunofluorescence (*SI Appendix*, Fig. S3*D*). 

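KPC1361 is a mouse pancreatic cancer cell line, and RNA was taken from whole pancreatic tumors that it formed in mice, so the values mix cancer cells with host cells. The groups were 4 tumors from control cells and 4 from cells with *Pikfyve* knocked out (KO). Ribosomal RNA was removed before sequencing. The authors deposited estimated counts per gene and length-normalized TPM values for 40077 genes. The paper's main text does not name the aligner, the counting tool or the genome build for them, and its SI Appendix was not read here. The control tumors had totals between 27612514 and 34540047 counts, with a median of 30548104, and the *Pikfyve* KO tumors between 25390436 and 29926819, with a median of 27631530. The 10 most abundant genes took between 7.29% and 8.02% of the counts in the control tumors and between 6.65% and 6.87% in the *Pikfyve* KO tumors. The estimated counts were rounded to whole numbers and normalized by edgeR's TMM method, and the 18757 genes that passed edgeR's expression filter were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. Of the gene identifiers, 97.7% matched GENCODE M21 with their version, so positions are those of that annotation on GRCm38.

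The targeted gene, *Pikfyve* (ENSMUSG00000025949.16), lies on chromosome 1 from 65186683 to 65278695 on the plus strand. Its normalized level was 111.2 ± 4.40 CPM (counts scaled to a total of 1000000; SD, n = 4) in the control tumors and 111.8 ± 4.12 CPM (SD, n = 4) in the *Pikfyve* KO tumors. The log2 fold change was 0.0085 (standard error 0.064, adjusted p = 0.942 from edgeR's quasi-likelihood test). The amount of *Pikfyve* mRNA therefore did not separate the groups, and the direction of every difference rests on the sample labels. Equal mRNA does not speak against the knockout. An edit made with a guide RNA can disrupt the protein without lowering the mRNA, and the tumors also hold host cells. The paper examined the knockout by immunoblot in cultured cells (Fig. 1A). An adjusted p-value under 0.05 was reached by 3917 genes, of which 1796 were higher and 2121 lower in the *Pikfyve* KO tumors. With libraries scaled by their size alone, 3929 genes passed and 60.0% of them were higher, against 45.9% with TMM. The count moved most when it was limited to changes of at least 2-fold, which left 1297 genes, 785 higher and 512 lower. The largest rises among genes whose groups did not overlap were those of *Chil4*, *Clca3b*, *Slc34a2*, *Acod1* and *Wfdc18*, with log2 fold changes of 6.45, 5.16, 4.45, 4.44 and 4.38. The largest falls were those of *Gm8126*, *Gm49146*, *Igf2bp3*, *Kcnab1* and *Muc5ac*. *Gm8126* was at or under 3 counts in each *Pikfyve* KO tumor. Its control mean of 9.84 CPM was about 94.9-fold above the level of 3 counts, with single control tumors between 2.25 and 20.8 CPM. The log2 fold changes of the other 4 genes were -7.17, -5.32, -5.20 and -4.85. Among the control tumors, all 5 genes with the largest falls were highest in tumor 3 and lowest in tumor 4. *Muc5ac*, for example, was at 94.6 CPM in control tumor 3 and 8.12 CPM in control tumor 4. The size of these falls therefore depends on which control tumors are compared. *Gm8126* and *Gm49146* are neighbouring predicted genes on chromosome 14, and their counts are uncertain if reads were shared between them.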

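Genes were ranked by the signed square root of edgeR's F statistic, and fgsea tested the 722 mouse Reactome sets with 15 to 500 tested genes. The Interferon gamma signaling set, with 67 tested genes, had a normalized enrichment score (NES) of 2.77 (adjusted p = 3.2e-12 from fgsea). It ranked 2 by NES, after the set of immunoregulatory interactions between a lymphoid and a non-lymphoid cell (NES 2.79). In the *Pikfyve* KO tumors 30 sets were higher and 91 were lower, each with an adjusted p-value under 0.05. Of the 30 higher sets, 17 had an immune term in their names, and some of these share most of their genes. The genes of the interferon gamma set with the largest statistics included *Gbp5*, *B2m*, *Irf1* and *Trim21*. *Gbp5* (ENSMUSG00000105504.4), on chromosome 3 from 142493978 to 142522344, was at 7.58 ± 2.10 CPM (SD, n = 4) in the control tumors and 81.2 ± 28.1 CPM (SD, n = 4) in the *Pikfyve* KO tumors. Its log2 fold change was 3.42 (standard error 0.28, adjusted p = 0.00026 from edgeR's quasi-likelihood test). *B2m* (ENSMUSG00000060802.8), on chromosome 2 from 122147686 to 122153083, rose from 220.8 ± 19.8 CPM (SD, n = 4) to 697.9 ± 140.8 CPM (SD, n = 4), a log2 fold change of 1.66 (standard error 0.14, adjusted p = 0.00026 from the same edgeR test). The log2 fold changes of *Irf1* and *Trim21* were 1.79 and 1.34. For each of these 4 genes, every *Pikfyve* KO tumor was above every control tumor (exact two-sided permutation test, p = 0.029, the smallest that 4 tumors against 4 allow). These genes were chosen for their large statistics, so their separation is not further evidence.

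The Hallmark collection was not used here. A list of IFN-γ response genes was written from general knowledge instead, and 126 of its genes were tested. Among these, 117 had a positive log2 fold change, 93 were higher and 3 were lower with an adjusted p-value under 0.05, and 105 passed when the adjustment covered the list alone. The median log2 fold change was 1.28, against 0.013 over all tested genes. The NES of the list was 3.62 (adjusted p = 2.7e-49 from fgsea, whose smallest p-value was set to 1e-50). Similar lists written for the other pathways gave an NES of 3.18 for IFN-α response, 3.08 for allograft rejection, 2.59 for inflammatory response, 2.53 for IL6-JAK-STAT3 signaling, 1.98 for IL2-STAT5 signaling and 1.67 for TNF signaling via NF-κB. The lists for TGF-β signaling, heme metabolism and peroxisome were lower, with an NES of -2.29, -1.86 and -1.73. These enrichment tests treat genes as independent. With the correlation between genes estimated from the tumors by camera, no Reactome set was higher or lower with an adjusted p-value under 0.05. At an unadjusted p under 0.05 by camera, 12 were higher. The Reactome interferon gamma set was among the 12, with an unadjusted p of 0.017 by camera. Its adjusted p was 0.986 by camera over the 722 Reactome sets. The gene lists were adjusted over 27 lists, so adjusted values of sets and lists are not directly comparable. Of the 10 pathway lists, 2 were under 0.05 by camera, those for IFN-γ response and IFN-α response with an adjusted p of 0.049 each. Their unadjusted p by camera was 0.0040 and 0.0052. A list of MHC-I antigen presentation genes, outside the 10, had an unadjusted p of 0.0055 by camera and set this shared adjusted value. Both pathway lists are under 0.05 only with that list in the adjustment. The other 8, TGF-β signaling, heme metabolism and peroxisome among them, were between 0.117 and 0.634 by camera.

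**Figure D1:**
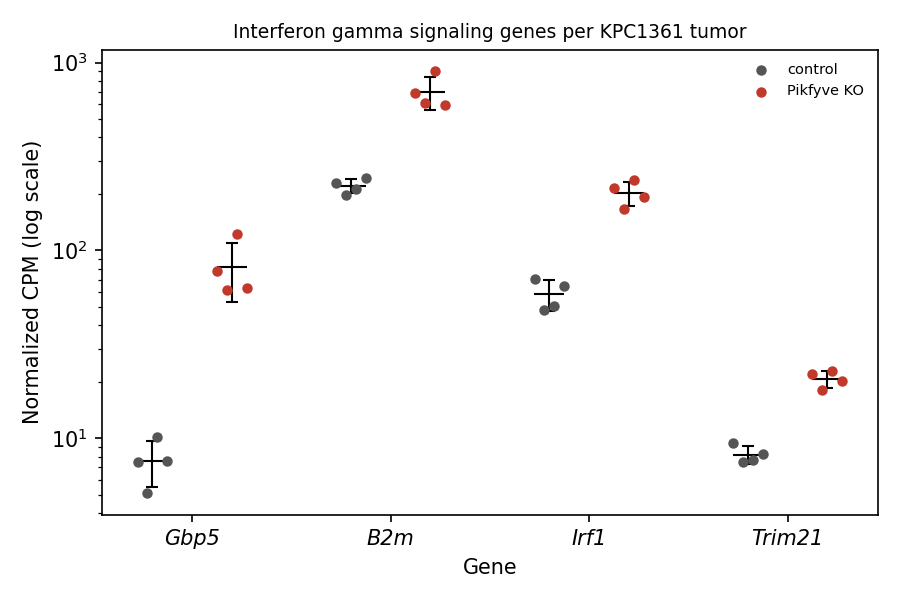
Normalized CPM, on a log axis, of 4 interferon gamma signaling genes in each of the 4 control (grey) and 4 *Pikfyve* KO (red) tumors. Points are tumors, and the black marks are the mean and SD of each group. For all 4 genes, the *Pikfyve* KO tumors lie above the control tumors.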

Finally, we performed bulk RNA-sequencing and identified multiple immune-related pathways enriched in the *Pikfyve-*loss tumors when compared to the *Pikfyve-*wild-type, with IFN-γ response being the top pathway (Fig. 3*F*). Estimation of CD8^+^ T cell abundance with different models, seq-ImmuCC (40) or mMCP-counter (41), on the bulk RNA-sequencing data also showed an increase of intratumoral CD8^+^ T cells (Fig. 3*G*), consistent with the flow cytometry data. 

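The models named in the paper were not used here, and CD8+ T cell content was read from the genes of both CD8 chains. *Cd8a* (ENSMUSG00000053977.13) lies on chromosome 6 of GRCm38 from 71373427 to 71379173. It was at 7.55 ± 1.99 CPM (SD, n = 4) in the control tumors and 23.1 ± 7.27 CPM (SD, n = 4) in the *Pikfyve* KO tumors. Its log2 fold change was 1.61 (standard error 0.25, adjusted p = 0.0031 from edgeR's quasi-likelihood test) and stayed between 1.38 and 1.79 when each tumor was left out in turn. *Cd8b1* (ENSMUSG00000053044.8), on the same chromosome from 71322788 to 71337494, was at 1.68 ± 0.384 CPM (SD, n = 4) and 5.41 ± 2.08 CPM (SD, n = 4), a log2 fold change of 1.69 (standard error 0.29, adjusted p = 0.0053 from the same edgeR test). The mean of both genes on the log2(CPM + 0.5) scale differed by 1.47 between the groups, and all 4 *Pikfyve* KO tumors were above all 4 control tumors (exact two-sided permutation test, p = 0.029, the smallest possible with these group sizes).

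The alternative that moved the difference most was to subtract the mean of 10 T cell genes, including *Cd3e* and *Lck*. That T cell list rose by 1.53 on the log2 scale, and the CD8 difference became -0.069 (exact permutation test, p = 0.714), so *Cd8a* and *Cd8b1* rose no more than the T cell genes. Across 7 alternatives the rise of the T cell list lay between 1.29 and 2.22. Whether the CD8 genes rose less than the T cell genes was therefore not settled. The CD8 genes belong to a family of 29 lists of cell types, pathways and topics. An exact permutation p under 0.05 was reached by 16 lists, 13 of them higher and 3 lower in the *Pikfyve* KO tumors. After Benjamini-Hochberg adjustment over the family these 16 were at an adjusted p of 0.052 in the exact permutation test, and 0 were under 0.05. With these group sizes an adjusted p under 0.05 needs at least 17 of the 29 lists at the smallest p. Among the other cell types, the cytotoxic effector genes rose by 1.35, the dendritic cell genes by 1.10 and the CD4 and regulatory T cell genes by 1.03. The cytotoxic genes *Gzmb* and *Prf1* had log2 fold changes of 2.30 and 0.51. Neither passed singly (adjusted p = 0.087 and 0.489 from edgeR's quasi-likelihood test). The macrophage and monocyte genes differed by 0.47 (exact permutation test, p = 0.143), which the spread between tumors did not separate from 0. *Ifng* did not pass the expression filter. Its rounded count was at most 4 in the control tumors and between 8 and 30 in the *Pikfyve* KO tumors.

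From its estimates by both models, beside its flow cytometry, the paper states that intratumoral CD8+ T cells increased (Fig. 3G), and with the tumor growth data it proposes that *Pikfyve* depletion restrained tumors through the immune system.

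**Figure D2:**
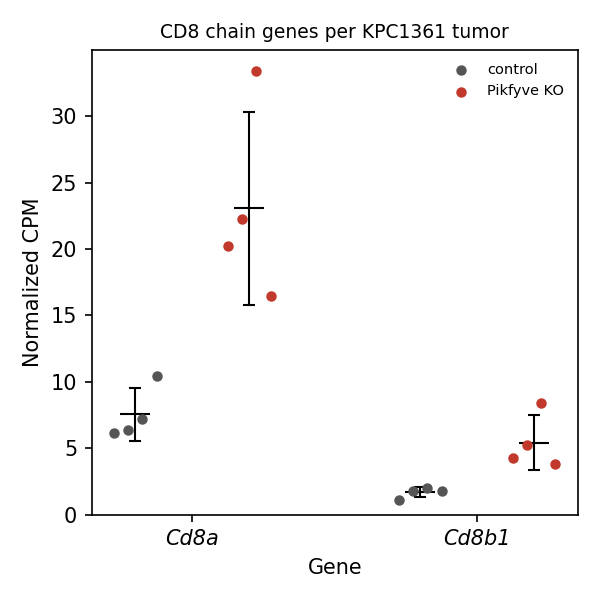
Normalized CPM of *Cd8a* and *Cd8b1* in each of the 4 control (grey) and 4 *Pikfyve* KO (red) tumors. Points are tumors, and the black marks are the mean and SD of each group, 7.55 and 23.1 CPM on average for *Cd8a*.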

Collectively, these data suggest that *Pikfyve*-depletion controlled tumor growth in an immune-dependent manner.

**Fig. 3.**
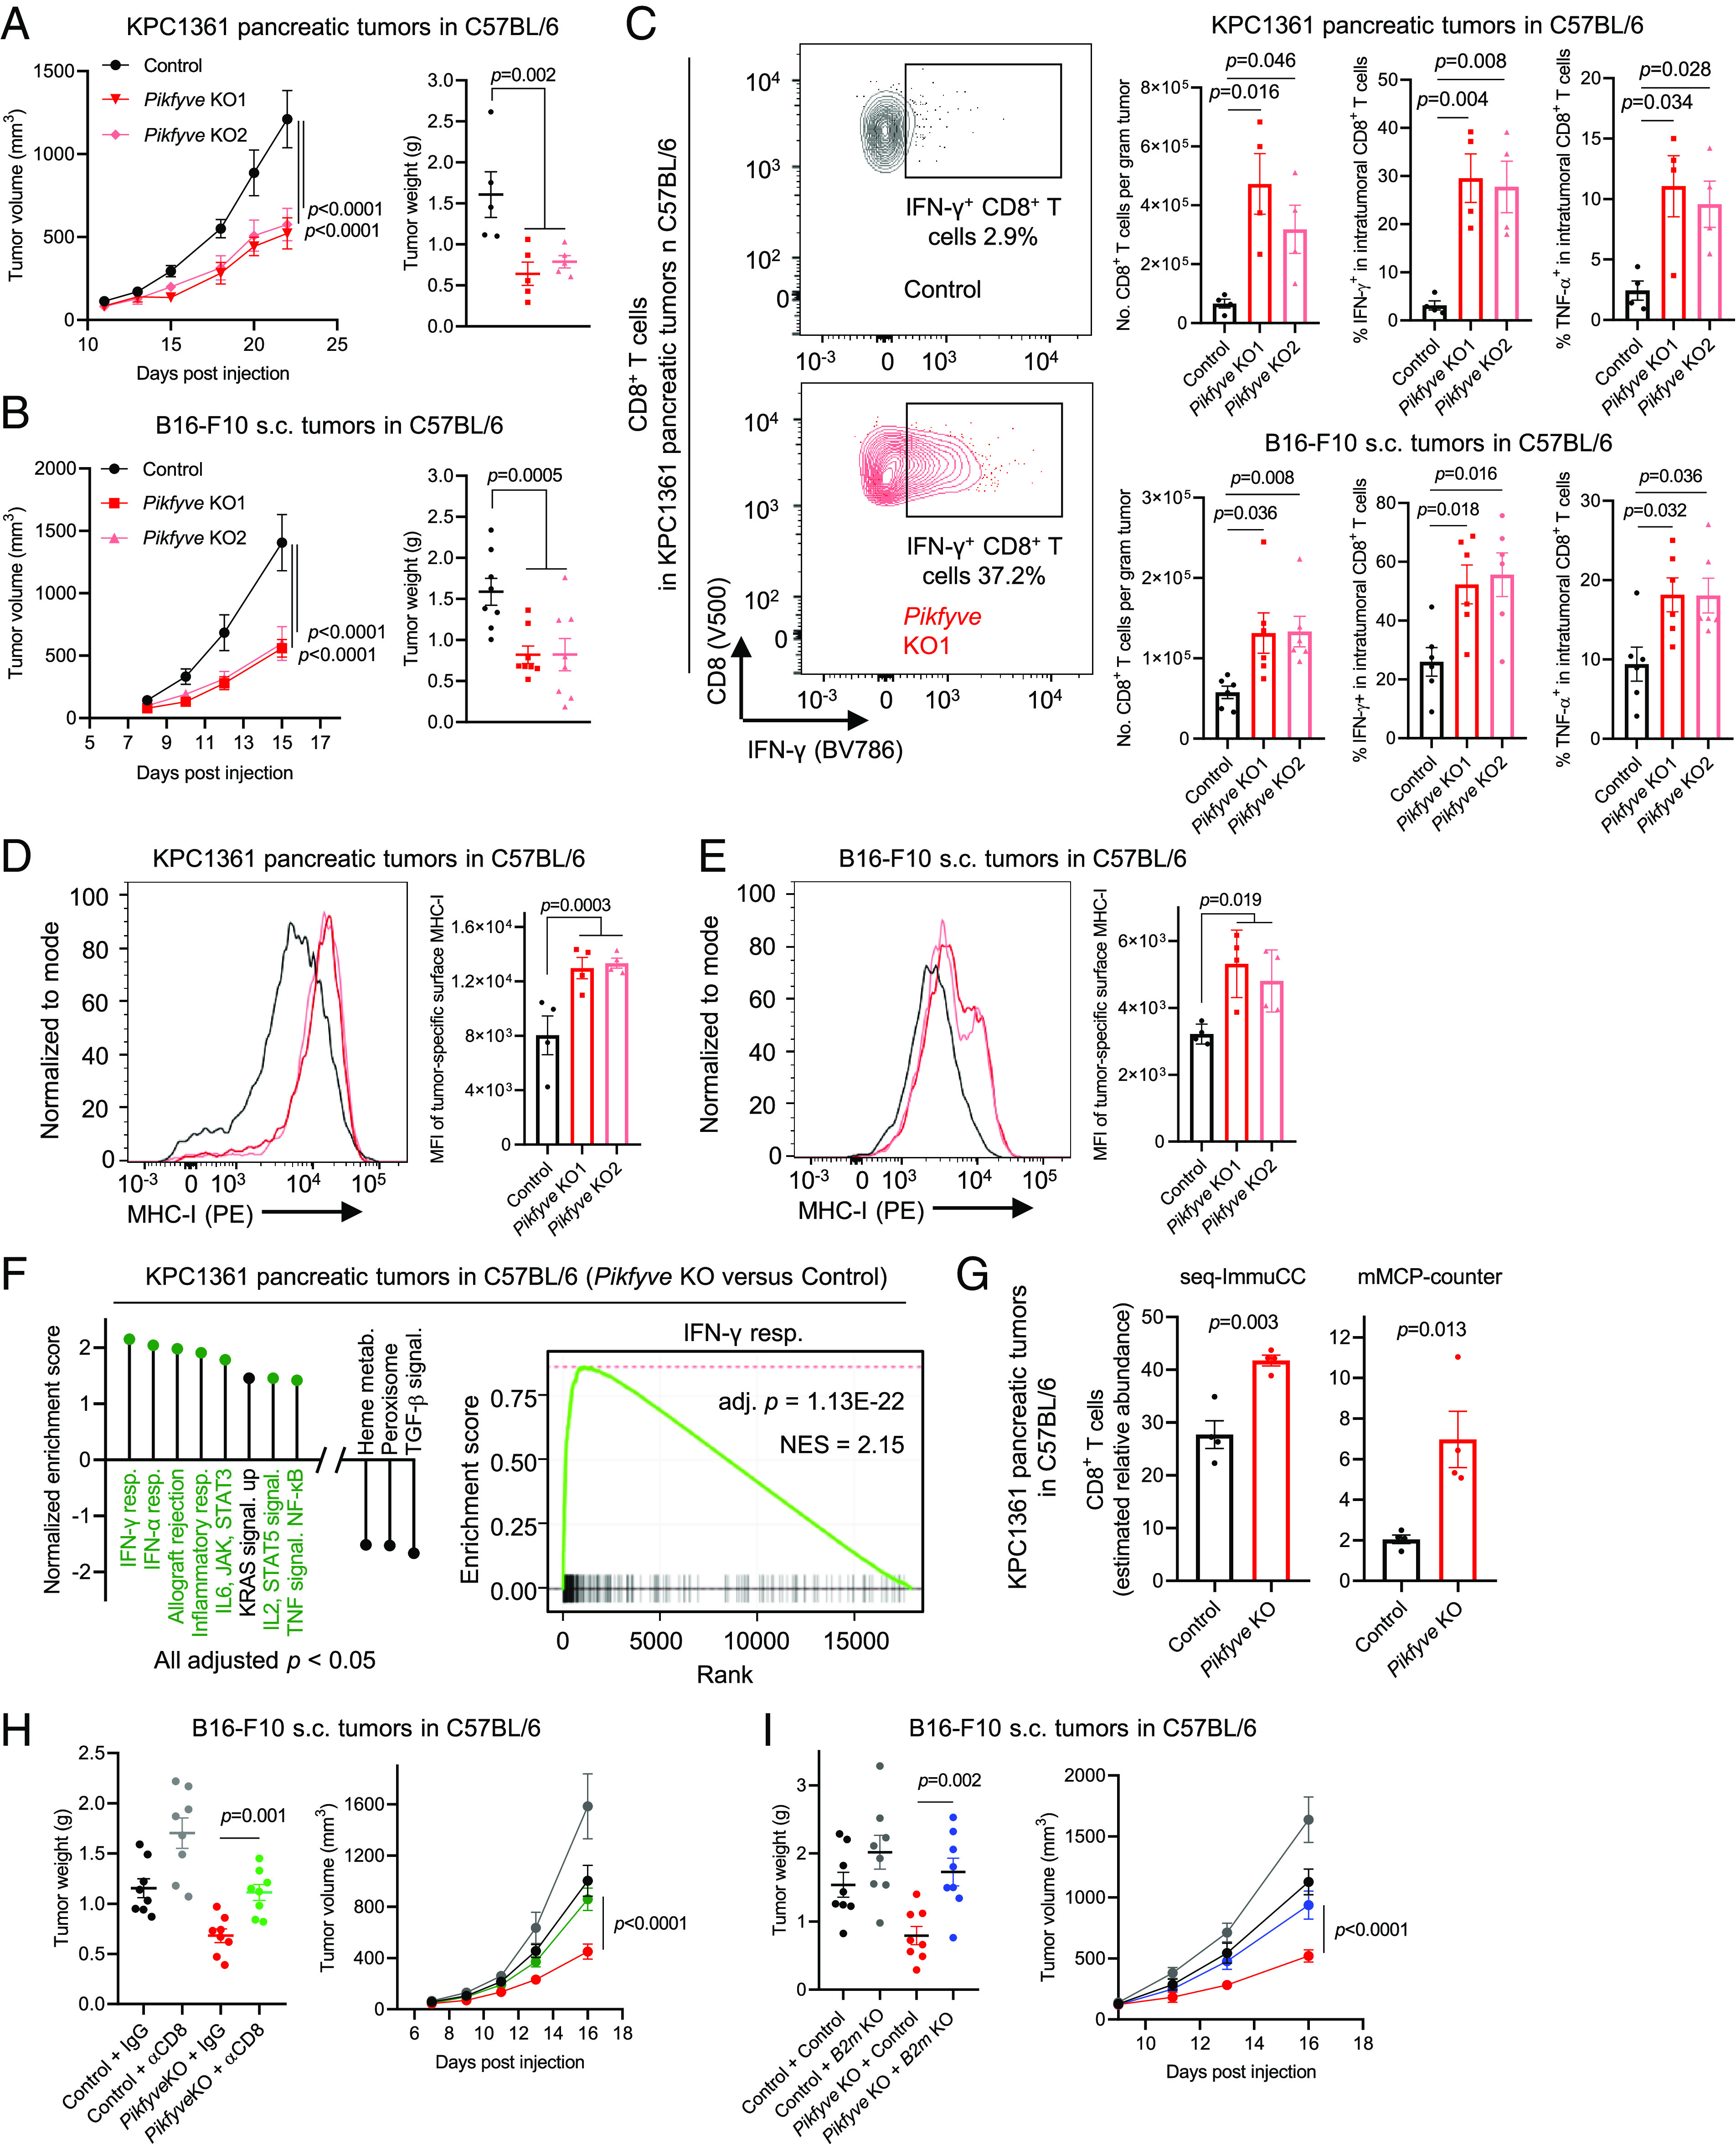
Loss of *Pikfyve* retards tumor growth in a CD8^+^ T cell- and MHC class I-dependent manner. (*A*) Volumes (*Left*) and weights (*Right*) of pancreatic tumors established with orthotopic injection of control or *Pikfyve*-null KPC1361 cells to C57BL/6 mice (*n* = 5 mice, per group). (*B*) Volumes (*Left*) and weights (*Right*) of tumors established with s.c. injection of control or *Pikfyve*-null B16F10 cells to C57BL/6 mice (*n* = 4 mice, per group). Data in A and B are representative of two independent experiments. (*C*) Representative images (*Left*) and quantification (*Right*) of flow cytometry measuring the amount of total CD8^+^ T cells and proportion of activated or proliferative CD8^+^ T cells in the indicated tumors established as in *A* and *B* (KPC1361, *n* = 4 mice per group; B16-F10, *n* = 6 mice per group). (*D* and *E*) Representative images (*Left*) and quantification (*Right*) of flow cytometry measuring surface expression of MHC-I in fluorescent-labelled cancer cells in the indicated tumors established as in *A* and *B* (*n* = 4 mice, per group). (*F*) *Left*: Hallmark pathways enriched by bulk RNA-sequencing of the indicated Pikfyve-KO tumors versus control. Immune-related pathways are highlighted in green. *Right*: Enrichment plot of the top pathway on the left. (*G*) Amount of CD8+ T cells in the indicated tumors estimated by the indicated models, using bulk RNA-sequencing data in (*F*). (*H*) Weights (*Left*) and volumes (*Right*) of tumors established with s.c. injection of control or *Pikfyve*-knockout B16-F10 cells to C57BL/6 mice, with (αCD8) or without (IgG) CD8^+^ T cell depletion (*n* = 4 mice, per group). Data were reproducible with independent *Pikfyve*-knockout single-guide RNA. (*I*) Weights (*Left*) and volumes (*Right*) of tumors established with s.c. injection of control, *B2m* or *Pikfyve* single knockout, or *B2m* and *Pikfyve* double knockout B16-F10 cells to C57BL/6 mice (*n* = 4, per group). Data were reproducible with independent *B2m*-knockout single-guide RNA.All data are presented as mean ± SEM. Statistics were acquired by two-tailed Student’s *t* test in *C*, *G*, and *H* (*Left*), *I* (*Left*), with Bonferroni correction, or two-way ANOVA in *A*, *B*, *D*, *E*, and *H* (*Right*), and *I* (*Right*). Data in (*A*) and (*B*) are representative of two independent experiments. MFI: mean fluorescence intensity. Control: non-targeting single-guide RNA. *Pikfyve* KO1 and *Pikfyve* KO2: independent single-guide RNAs depleting *Pikfyve*.

The increase of activated CD8^+^ T cells in *Pikfyve*-knockout tumors prompted us to evaluate whether CD8^+^ T cells were essential for the reduction of tumor growth by *Pikfyve*-knockout. We thus depleted CD8^+^ T cells in the syngeneic hosts and evaluated the growth of tumors established with the *Pikfyve*-knockout cancer cells. Successful depletion of CD8^+^ T cells was determined by flow cytometry (*SI Appendix*, Fig. S4*A*). We found that CD8^+^ T cell depletion significantly rescued the progression of tumors derived from *Pikfyve*-knockout cancer cells (Fig. 3*H* and *SI Appendix*, Fig. S4*B*). These data highlight that the tumor control mediated by *Pikfyve*-loss was CD8^+^ T cell dependent. We next sought to determine if the upregulation of MHC-I surface expression by *Pikfyve*-depletion was functional in tumor control. We thus knocked out *B2m*, a molecule crucial for MHC-I assembly (14), in the *Pikfyve*-wild-type or *Pikfyve*-loss cancer cells (*SI Appendix*, Fig. S4*C*). We observed that loss of *B2m* significantly rescued the progression of tumors derived from *Pikfyve*-null cancer cells (Fig. 3*I* and *SI Appendix*, Fig. S4*D*), supporting that the tumor control mediated by *Pikfyve*-loss was also mediated by tumor-specific MHC-I expression. We noticed that neither CD8^+^ T cell depletion nor *B2m* knockout exhibited full rescue of the tumor growth from *Pikfyve*-loss (*SI Appendix*, Fig. S4 *B* and *D*), suggesting that *Pikfyve*-loss may inhibit tumor growth in an immune-independent manner (30). Indeed, cells with *Pikfyve*-depletion were less proliferative than the control in vitro (*SI Appendix*, Fig. S4*E*). Collectively, our data underscored that tumor control by *Pikfyve*-knockout was mediated, at least partially, by CD8^+^ T cells and tumor-specific MHC-I expression.

### PIKfyve Inhibition Enhances Efficacy of ICB, and *PIKFYVE* Expression Predicts Response to ICB and Survival in ICB-Treated Cohorts.

We next sought to determine whether inhibition of PIKfyve improved efficacy of ICB. As metastasis is the major cause of cancer deaths, we first evaluated the efficacy of combining PIKfyve inhibition and ICB against metastasis, using the B16-BL6 melanoma model that has a high inclination to form early lung metastatic dissemination after surgical removal of primary tumors (42). We surgically removed the primary tumors derived from subcutaneous (s.c.) injection of B16-BL6 cells and randomized the mice into different treatment groups based on volumes of the primary tumors (Fig. 4 *A*, *Left*). The mice were treated with ICB (anti-PD-1 plus anti-CTLA-4) or PIKfyve inhibitor alone, or in combination, and killed at end point for quantifying lung metastasis counts (Fig. 4 *A*, *Top* *Left*). As expected, in the control group, significant amounts of lung metastasis were observed at the end point (Fig. 4 *A*, *Middle* and *Right*). The B16-BL6 model was previously reported to be relatively resistant to ICB (43, 44). In line with this, we observed no significant reduction of metastasis in the ICB-treated group (Fig. 4 *A*, *Middle* and *Right*). While the single agent PIKfyve inhibitors (apilimod or ESK981) exhibited reduction of lung metastasis, they also strongly enhanced the efficacy of ICB to inhibit metastasis (Fig. 4 *A*, *Middle* and *Right*). These data highlight the strong efficacy of combining PIKfyve inhibition and ICB against metastasis.

**Fig. 4.**
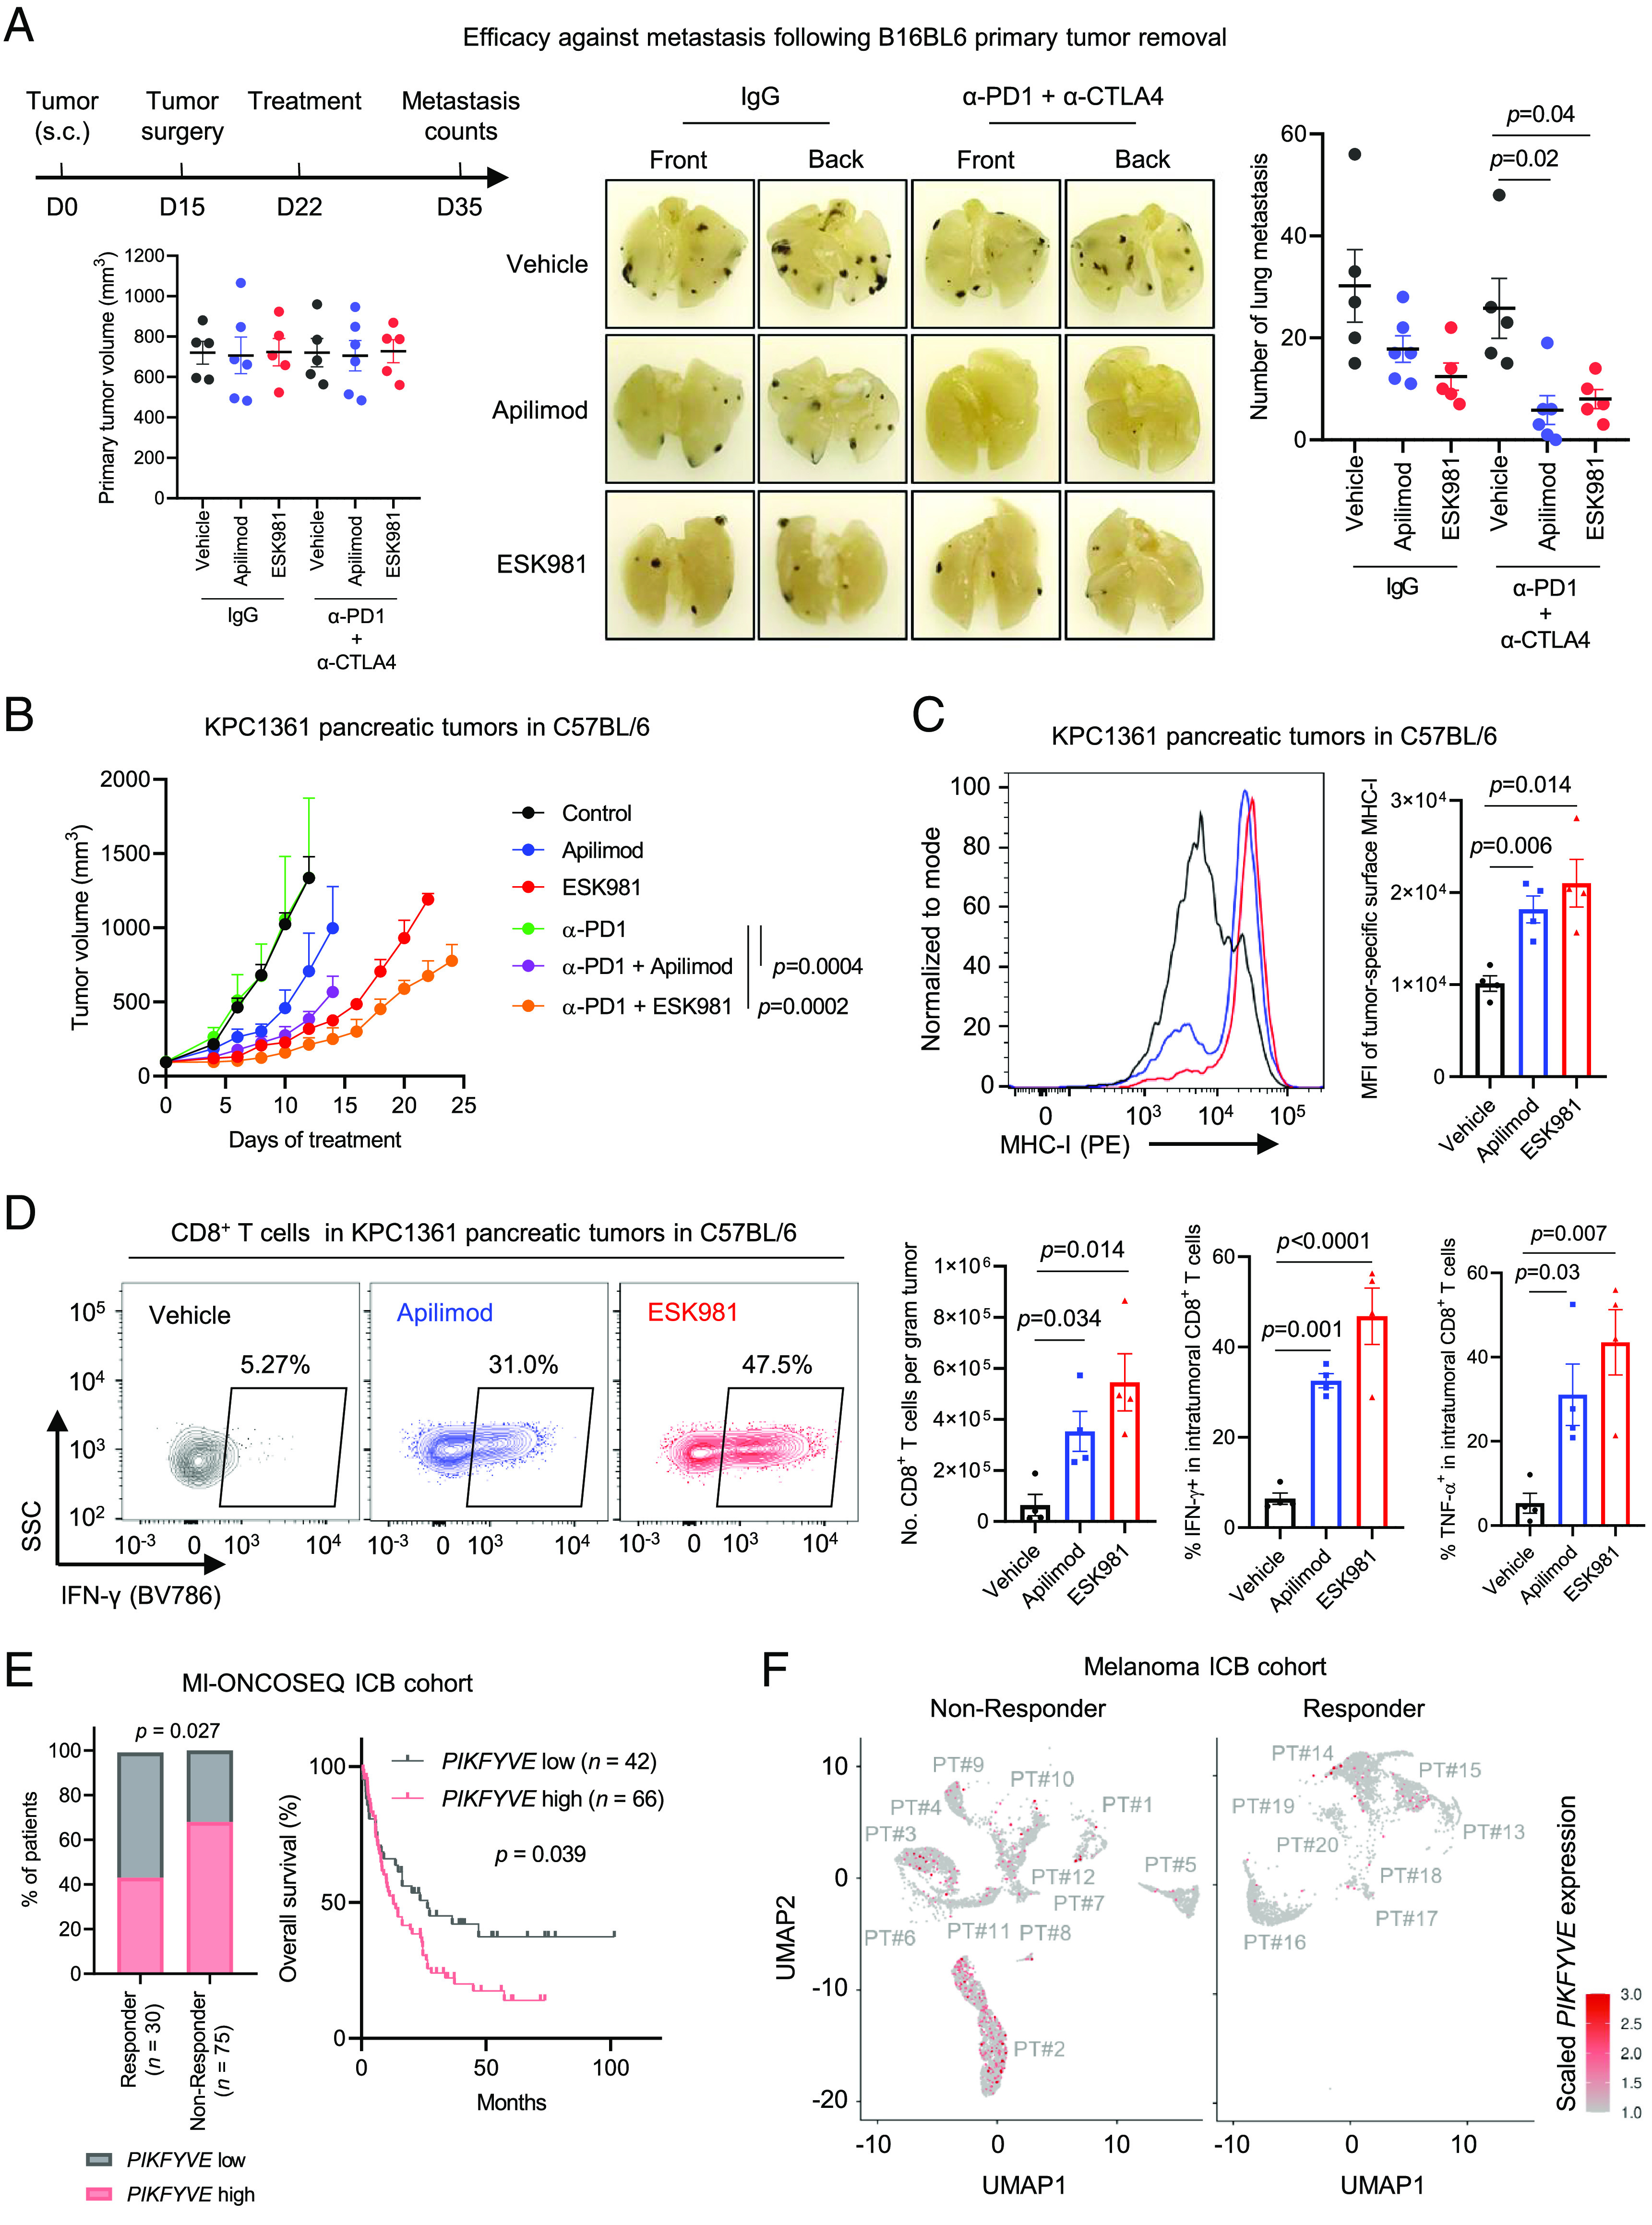
PIKfyve inhibition enhances efficacy of ICB. (*A*) Efficacy of ICB in combination with apilimod or ESK981 against metastasis following B16-BL6 s.c. primary tumor removal. *Top* *Left*: A schematic showing design of the experiment. *Bottom* *Left*: Volumes of primary tumors in each group at randomization when the primary tumors were surgically removed. *Middle*: Representative images of lungs bearing metastasis tumors in the indicated groups, at end point. *Right*: Counts of the lung metastasis in the indicated groups. ESK981 or apilimod were administrated once daily at 30 mg/kg or 60 mg/kg, respectively. Anti-PD1 (α-PD1) and anti-CTLA4 (α-CTLA4) were administrated biweekly at 150 µg/mouse or 100 µg/mouse, respectively. *n* = 5 mice per group, except for the apilimod-treated (*n* = 6 mice, per group). (*B*) Efficacy of α-PD1 in combination with apilimod or ESK981 against pancreatic tumors established with orthotopic injection of KPC1361 cells to C57BL/6 mice. *n* = 4 mice per group, except for the apilimod-treated (*n* = 5 mice, per group). ESK981 or apilimod were administrated as in A. Anti-PD1 (α-PD1) was administrated biweekly at 250 µg/mouse. (*C*) Representative images (*Left*) and quantification (*Right*) of flow cytometry measuring surface expression of MHC-I on GPF-labelled cancer cells in the indicated tumors established as in *B*, 24 h post ESK981 or apilimod administration at 30 or 60 mg/kg, respectively (*n* = 4 mice per group). (*D*) Representative images (*Left*) and quantification (*Right*) of flow cytometry measuring the amount of total CD8^+^ T cells, and proportion of activated or proliferative CD8^+^ T cells in the indicated tumors, established as in *B*, following 2 d of once daily ESK981 or apilimod administration at 30 or 60 mg/kg, respectively (*n* = 4 mice per group). (*E*) *Left*: Proportion of patients with tumors showing high or low pretreatment *PIKFYVE* mRNA levels in complete response (CR) group or not CR group. *Right*: Overall survival of patients with tumors showing high or low pretreatment *PIKFYVE* mRNA levels in a cohort treated with ICB at University of Michigan, Ann Arbor (MI-ONCOSEQ ICB cohort). (*F*) Single-cell RNA-sequencing measuring pre-treatment *PIKFYVE* expression in malignant cells in an ICB-treated melanoma cohort. PT#: Patient number. All data are presented as mean ± SEM, expect for *B* (mean + SEM). Statistics were acquired by two-tailed Student’s *t* test, with Bonferroni correction in (*A*, *C*, and *D*), by Fisher’s exact test in *E* *Left*, and log-rank test in *E* *Right*.

We also found that PIKfyve inhibition improved anti-PD-1 efficacy against syngeneic pancreatic tumors established with orthotopic injection of KPC1361 cells (Fig. 4*B*), which translated into improved overall survival (*SI Appendix*, Fig. S5*A*). Importantly, PIKfyve inhibition by apilimod or ESK981 also led to upregulation of tumor-specific MHC-I surface expression (Fig. 4*C*) and an increase in intratumoral activated CD8+ T cells (Fig. 4*D*). Importantly, PIKfyve inhibitor treatment showed a favorable safety profile as a single agent or in combination with anti-PD-1, as the treated mice showed no perceptible weight loss (*SI Appendix*, Fig. S5*B*).

These data prompted us to determine whether *PIKFYVE* expression in human tumors predicts response to ICB and survival in ICB-treated cohorts. Using pre-treatment RNA-sequencing data from tumors obtained from a stage IV ICB-treated pan-cancer cohort (*n* = 108; Dataset S1) at the University of Michigan (U-M), we found that high pre-treatment *PIKFYVE* expression was significantly associated with poorer response to ICB (Fig. 4*E*). Importantly, high pre-treatment *PIKFYVE* expression also significantly predicted poorer overall survival in this cohort (Fig. 4*E*). Cox regression analysis further revealed that high pre-treatment *PIKFYVE* expression was associated with poorer clinical outcome (*P* = 0.01) independently of age, sex, race, and cancer type (*SI Appendix*, Fig. S5*C*). To validate this observation with public data, we downloaded data from pre-treatment ICB-treated cohorts (*n* = 807) comprised of various cancer types, including bladder (*n* = 73), esophageal adenocarcinoma (*n* = 73), melanoma (*n* = 317), urothelial (*n* = 348), and glioblastoma (*n* = 14). We confirmed that high pre-treatment *PIKFYVE* expression was prognostic of poor overall survival (*SI Appendix*, Fig. S5*D*).

To determine whether *PIKFYVE* expression specifically in malignant cells predicts clinical outcomes of ICB-treated patients, we exploited published single-cell RNA-sequencing datasets representing cancer patients treated with ICB (45–47). We found that pre-treatment tumor specimens from melanoma patients not responsive to ICB displayed higher proportions of malignant cells expressing high *PIKFYVE*, compared to responders (Fig. 4*F*). Furthermore, patients with high pre-treatment *PIKFYVE* expression in malignant cells were less likely to develop expansion of intratumoral T cells after ICB treatment (*SI Appendix*, Fig. S5 *E*, *Left*) or were more likely to show poorer response to ICB treatment (*SI Appendix*, Fig. S5 *E*, *Middle*), highlighting that high pre-treatment *PIKFYVE* expression in malignant cells was significantly associated with unfavourable clinical outcomes in ICB cohorts (*SI Appendix*, Fig. S5 *E*, *Right*).

### PIKfyve Inhibition Enhances Efficacy of ACT and Therapeutic Vaccine Therapy.

We next determined whether PIKfyve inhibition could enhance efficacy of other types of immunotherapies by first employing the OVA-expressing cancer cells (*SI Appendix*, Fig. S2 *A* and *B*). To assess whether PIKfyve inhibition enhances efficacy of ACT, we established s.c. tumors derived from OVA-expressing B16-F10 cells and infused CD8^+^ T cells derived from OT1 mice into the tumor-bearing syngeneic hosts (Fig. 5*A*). Consistent with previous reports, the OT1 T cells alone exhibited marginal efficacy against tumors in this model (48) (Fig. 5*B*), but inhibition of PIKfyve with apilimod or ESK981 strikingly enhanced efficacy of the ACT (Fig. 5*B*), significantly extending survival of the animals (Fig. 5*C*).

**Fig. 5.**
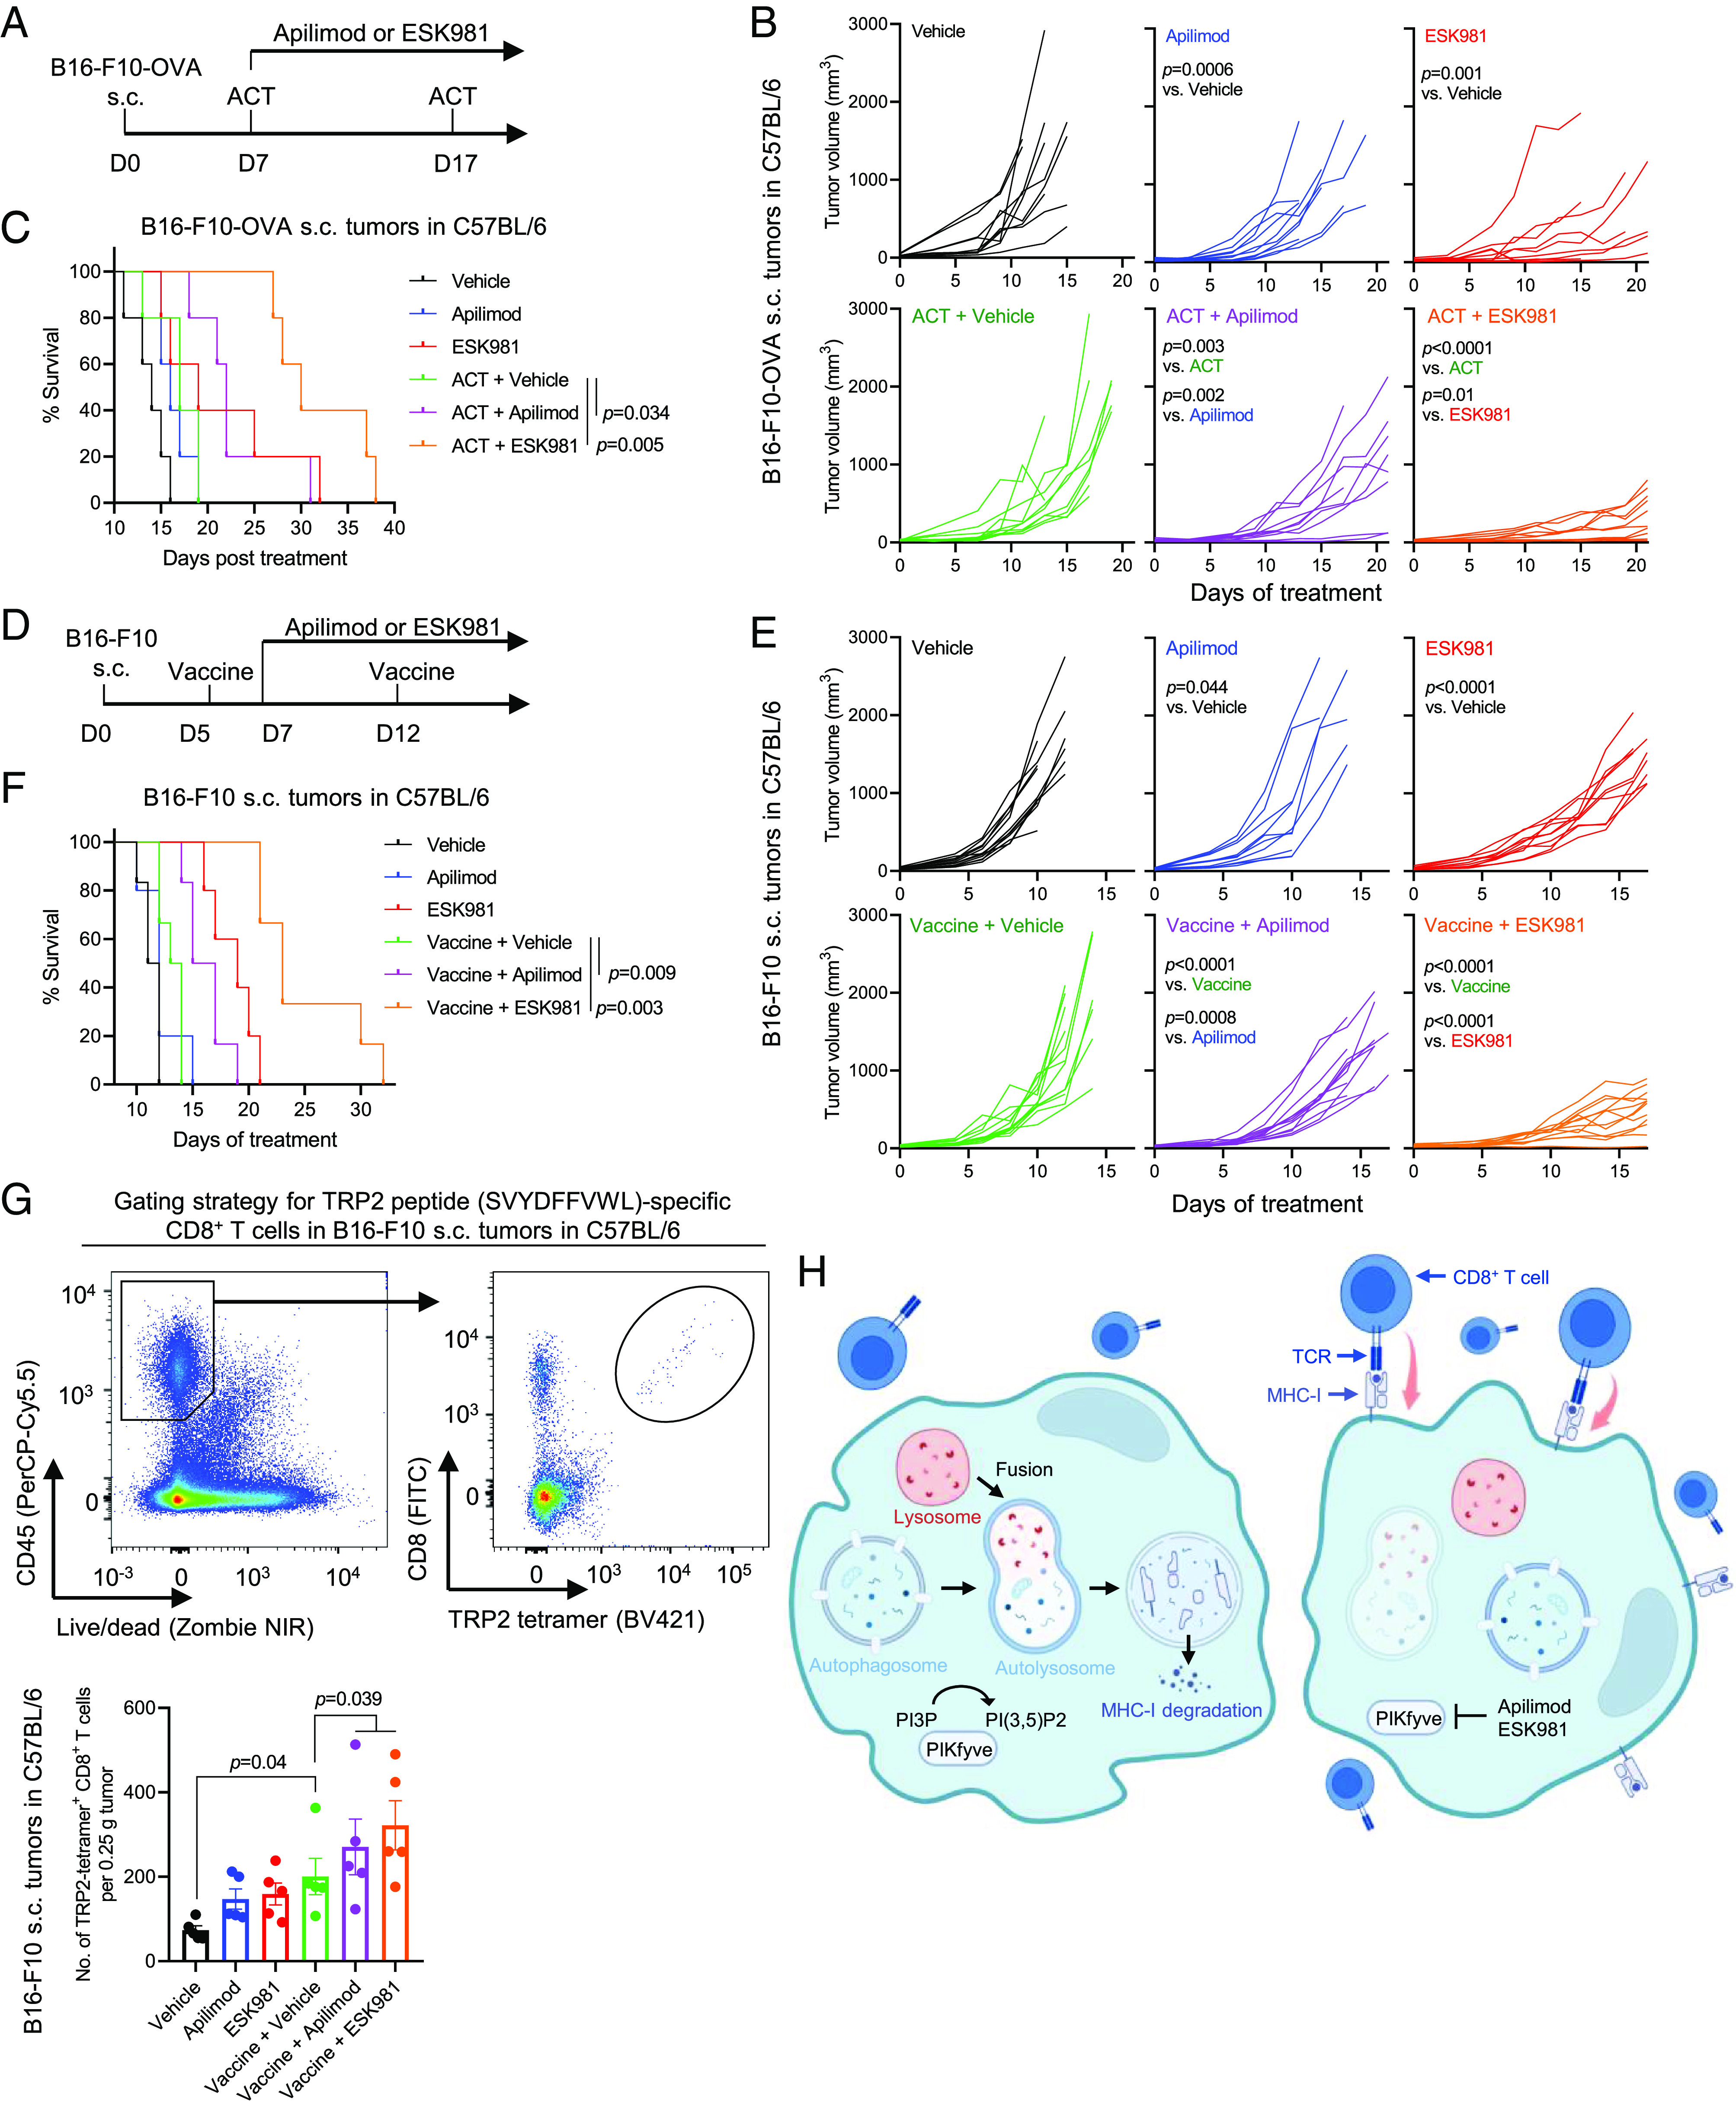
PIKfyve inhibition enhances efficacy of ACT and therapeutic vaccine. (*A*) Schematic of experiment assessing efficacy of ACT in combination with apilimod or ESK981 against s.c. tumors derived from ovalbumin-expressing B16-F10 (B16-F10-OVA). Three and a half million CD8^+^ T cells were isolated from OT1 mice, and cells were then activated in vitro by anti-CD3/CD28 coated beads as the ACT in this experiment. (*B*) Individual growth curves of tumors in mice treated as in (*A*). (*C*) Survival curves of mice in (*B*). (*D*) Schematic of experiment assessing efficacy of therapeutic vaccine in combination with apilimod or ESK981 against s.c. tumors derived from B16-F10. One dose of vaccine was composed of two million irradiated B16-F10 (35 Gy) and 30 µg poly(I:C). (*E*) Individual growth curves of tumors in mice treated as in (*D*). (*F*) Survival curves of mice in (*E*). Statistics were acquired by two-way ANOVA in (*B* and *E*), or log-rank test in (*C* and *F*), with Bonferroni correction. (*G*) *Top*: Gating strategy in flow cytometry identifying TRP2-tetramer^+^ CD8^+^ T cells. *Bottom*: Amount of TRP2-tetramer^+^ CD8^+^ T cells in tumors in mice treated as in (*D*). Tumors were harvested 4 d after the first dose of therapeutic vaccine (*n* = 6 mice per group). (*H*) A schematic showing that PIKfyve inhibition enhances CD8^+^ T cell–mediated anticancer immunity via blocking autophagy-lysosomal MHC-I degradation. Data are presented as mean ± SEM. Statistics were acquired by two-tailed Student’s *t* test and two-way ANOVA with Bonferroni correction.

Recent clinical trials with personalized therapeutic vaccines showed great promise against cancer (6, 49–51). We next interrogated whether PIKfyve inhibition could enhance efficacy of therapeutic vaccines. We, thus, established s.c. tumors with B16-F10 cells and treated the tumor-bearing mice with lethally irradiated B16-F10 cells plus poly(I:C) as an adjuvant, 5 d post tumor inoculation (Fig. 5*D*). Although the therapeutic vaccine alone showed only a marginal effect on tumor control (Fig. 5*E*), inhibition of PIKfyve strongly improved efficacy of the vaccine (Fig. 5*E*), resulting in significant extension of survival (Fig. 5*F*). To examine whether the vaccine induced antigen-specific CD8^+^ T cells, we measured the amount of intratumoral CD8^+^ T cells bearing a T cell receptor specific for an epitope (SVYDFFVWL) of tyrosinase-related protein 2 (TRP2), an enzyme expressed in B16-F10 cells (52, 53). We observed that the vaccine treatment alone increased the amount of intratumoral antigen-specific CD8^+^ T cells, while treatment with PIKfyve inhibitors further increased the number of CD8^+^ T cells (Fig. 5*G*). Collectively, these data demonstrate that PIKfyve inhibition improves efficacy of ACT and vaccine therapy. Importantly, combining ACT or vaccine therapy with PIKfyve inhibitor treatment did not cause weight loss in the animals, indicating no observable toxicity (*SI Appendix*, Fig. S6 *A* and *B*).

## Discussion

CD8^+^ T cells play a crucial role in antitumor immunity and the clinical success of immunotherapies (9–12), and MHC-I expression on tumor cells presenting antigens is crucial for CD8^+^ T cells to recognize the malignant cells (14, 15). These data are reinforced by the observations that genetic loss or inactivating mutations of *B2M* (15, 49, 54, 55) or IFN-γ pathway genes (54–56) confer resistance to immunotherapies. However, many models, including murine and human, in our hands showed surface expression of MHC-I and responsiveness to IFN-γ, whereby treatment of IFN-γ resulted in increase of MHC-I surface expression (Fig. 1*C* and *SI Appendix*, Fig. S1 *A*–*C*), suggesting that the cancer cells did not completely lose *B2M* or IFN-γ pathway genes. This is consistent with the notion that complete loss or homozygous inactivation of *B2M* or IFN-γ pathway genes is not common in cancer (14), highlighting the alternative mechanisms that cancer cells adopt to downregulate MHC-I (13, 14, 16–19).

Autophagy has been recently reported to downregulate MHC-I expression in PDAC models, as well as several non-small-cell lung cancer cell lines (17). PIKfyve plays an essential role in autophagy and lysosomal adaptation processes, whereby inhibiting PIKfyve impairs autophagy via blocking autophagic flux and exhibits antitumor efficacy (30–33). However, whether and how PIKfyve inhibition affects tumor-specific MHC-I surface expression and, thus, sensitivity to CD8^+^ T cell–dependent immunotherapies remained unexplored until this study. Here, we found that genetic depletion or pharmacologic inhibition of PIKfyve upregulated MHC-I surface expression in cancer cells derived from various lineages. To determine whether PIKfyve inhibition upregulated MHC-I surface expression by impairing autophagy, we disrupted autophagy with a genetic approach by depleting *Atg5* or *Atg7*, or with a pharmacologic approach with bafilomycin or chloroquine treatment. We found that, in cells with autophagy disruption, PIKfyve inhibition failed to elevate MHC-I surface expression. These data support the fact that PIKfyve inhibition upregulates surface MHC-I via impairing autophagy. Furthermore, we observed that *Pikfyve* depletion impaired tumor growth in immunocompetent syngeneic mice, accompanied with an increase of intratumoral activated CD8^+^ T cells and tumor cell membrane MHC-I expression. Importantly, CD8^+^ T cells and tumor-specific MHC-I played a crucial role in the tumor control mediated by *Pikfyve*-depletion, as depletion of CD8^+^ T cells by anti-CD8 antibody or disruption of MHC-I by *B2m*-knockout rescued progression of the tumors derived from *Pikfyve*-null cancer cells. Together, our findings suggest that PIKfyve inhibition impairs autophagy, upregulates surface MHC-I, and, thus, controls tumor growth in a CD8^+^ T cell- and MHC-I-dependent manner (Fig. 5*H*).

Cancer immunotherapies successfully extend survival of some patients, but many patients fail to benefit from therapy (5–8). Given the importance of CD8^+^ T cells and tumor-specific MHC-I in the tumor control mediated by *Pikfyve* depletion, we speculated that PIKfyve inhibition could augment immunotherapies that were CD8^+^ T cell- and MHC class I-dependent. These included ICB, certain types of ACT, and vaccine therapy. In the syngeneic models, we found that oral gavage of the phase I-cleared PIKfyve inhibitors, apilimod or ESK981, significantly augmented ICB in both primary tumor and metastasis settings. Flow cytometry revealed that treatment with the PIKfyve inhibitors increased the number of total and activated CD8^+^ T cells in tumors and elevated tumor-specific MHC-I surface expression. ACT using natural tumor-reactive T cells or T cells with engineered T cell receptor is also MHC class I-dependent and has shown effectiveness against different cancer types in the clinic (3). To address whether PIKfyve inhibition augments ACT, we established tumors derived from OVA-expressing cancer cells and infused OT1 CD8^+^ T cells to the tumor-bearing syngeneic hosts. PIKfyve inhibition strongly improved the efficacy of ACT in this model, translating to significant survival extension of the animals. Recent clinical trials show that personalized vaccine therapies hold great promise against cancer (6, 49–51). We thus also tested the combination of PIKfyve inhibition and vaccine therapy and found that inhibition of PIKfyve significantly improved the efficacy of a vaccine composed of lethally irradiated cancer cells and poly(I:C). Survival of the tumor-bearing mice was also significantly improved by PIKfyve inhibition in the vaccinated groups.

Collectively, our data suggest that treatment with a PIKfyve inhibitor, apilimod or ESK981, enhances efficacy of immunotherapies that are CD8^+^ T cell and MHC class I dependent. Further clinical investigations combining PIKfyve inhibition with immunotherapy, ICB, ACT, or vaccines, are warranted. Importantly, apilimod and ESK981 exhibit favorable safety profiles in our preclinical models, both as single agents and in combination with the immunotherapies tested (*SI Appendix*, Figs. S5*B* and S6 *A* and *B*). We did note that the efficacy of apilimod was weaker than ESK981 in many of our models, even though the dose of apilimod was higher than ESK981. This could be, at least partially, explained by the reported instability of apilimod (57). This highlights the need for developing apilimod derivatives with improved stability. In this study, we also observed that high pre-treatment *PIKFYVE* expression is strongly predictive of poorer response to ICB treatment, and significantly prognostic of poorer overall survival in ICB-treated cohorts. Whether *PIKFYVE* expression serves as a biomarker for immune responses triggered by PIKfyve inhibition also merits further investigation and validation in additional cohorts.

A previous study from our team demonstrated that ESK981 improves efficacy of anti-PD1 therapy in prostate cancer and in one breast cancer model, 4T1, via recruiting intratumoral CD8^+^ T cells (30). Our current study advances the understanding of how PIKfyve mediates immune evasion in cancer, whereby PIKfyve downregulates surface MHC-I, a complex which is crucial for CD8+ T cell recognition and CD8+ T cell–dependent immunotherapies. Therefore, targeting PIKfyve may not just augment ICB in prostate cancer (30), but also improve response to other CD8+ T cell–dependent immunotherapies, such as adoptive cell therapies and therapeutic vaccines, across various cancer types. Of note, a major model tested in this study, KPC1361, is a model of PDAC, a cancer type that is mostly unresponsive to ICB (58). Our data show that KPC1361 pancreatic tumors are resistant to anti-PD1 monotherapy but are sensitized to anti-PD1 by apilimod or ESK981 treatment (Fig. 4*B*). These findings emphasize the potential of inhibiting PIKfyve to sensitize PDAC to immunotherapies.

## Methods

### Cell Lines.

The KPC1361 cell line was generated from a pancreatic tumor of a genetically engineered mouse model (*LSL-Kras^G12D/+^; LSL-Trp53^R172H/+^; Pdx1-Cre*). Briefly, the tumor was cut into small pieces with surgical scissors and digested with collagenase D (Roche; catalog #: COLLD-RO) at 0.5 mg/mL and DNase I (Roche; catalog #: 10104159001) at 0.25 mg/mL, at 37 °C for 45 min. The suspension was then filtered with a 70-µm cell strainer, and tumor cells were enriched and maintained in DMEM, high glucose (Gibco; catalog #: 10566016) supplemented with 10% (v/v) fetal bovine serum (Gibco; catalog #: 16140071) and 50 U/mL penicillin-streptomycin (Gibco; catalog #: 15140-122). Cells used in the study were from passage 8-30. B16-F10, 4T1, MyC-CaP, MIA PaCa2, and LNCaP cell lines were acquired from American Type Culture Collection (ATCC, Manassas, Virginia) while B16-BL6 were acquired from Riken (Japan). All cell lines were authenticated regularly with sequencing by Labcorp Cell Line Testing division (Burlington, North Carolina). All cell lines were maintained at 37 °C in 5% carbon dioxide and 95% atmospheric air. A *mycoplasma* test was performed every 2 wk to ensure that all cells used in the study were *mycoplasma*-free.

### Prostate Patient-Derived Xenograft (PDX) Model.

The PDX model was acquired as described previously (59). Briefly, the model was acquired from a man diagnosed with castration-resistant prostate cancer undertaking cystoprostatectomy. Mixed prostatic adenocarcinoma and neuroendocrine carcinoma was identified by histopathology on the cystoprostatectomy specimen. The tumor was cut into fragments with a 2-mm^3^ size, coated with 100% Matrigel, and implanted to both flanks in a male severe combined immunodeficiency (SCID) mouse. Tumors formed in mice were expanded and maintained in male SCID mice. For apilimod or ESK981 treatment, the tumor-bearing mice were randomized when the tumors approached 100 to 200 mm^3^ in size. Apilimod or ESK981 was administrated as described in *SI Appendix*, *Supplementary Methods*.

### Immunocytochemistry.

Cancer cells were seeded on cover glasses coated with 0.01% poly-L-Lysine (Sigma-Aldrich; catalog #: A-005-C). The cells were then treated with DMSO, apilimod, or ESK981, and stimulated with 10 ng/mL mouse recombinant IFN-γ (R&D Systems; catalog #: 485-MI) for 24 h, followed by fixation with 2% paraformaldehyde in PBS and one washing with PBS. The cells were then permeabilized with 0.25% Triton X-100 in PBS, washed with PBS three times, and blocked with 5% goat serum in PBS for 1 h at room temperature. After blocking, the cells were incubated with the MHC-I antibody (ER-HR52; Novus Biologicals; catalog #: NB100-64952) at 4 °C overnight, followed by PBS wash for three times and incubation of secondary antibody, Alexa Fluor 488 goat anti-rat IgG antibody (Jackson Immunoresearch; # 112-545-167) at room temperature for 1 h. After further washing with PBS three times, the cells were stained with DAPI and mounted on slides for imaging.

### RT-qPCR.

Cells were lysed with QIAzol lysis reagent, and RNAs were extracted with the RNeasy Mini kit (Qiagen), according to the instructions from the manufacturer. The RNAs were next converted into cDNA using the Maxima First Strand cDNA Synthesis kit (Thermo Fisher Scientific; catalog #: K1671), according to the user manual. Quantitative PCR was next conducted with the Fast SYBR Green Master Mix (Thermo Fisher Scientific; catalog #: 4385612) on QuantStudio 5 or 7 Pro system (Thermo Fisher Scientific) in a 386-well plate format. House-keeping gene *ACTB* served as a control for normalization. Relative abundance of the transcripts was examined using 2^−ΔΔC^T. Sequences of the primers used in this study are listed in *SI Appendix,* Table S1.

### Human Studies.

Acquisition and utilization of all clinical data in this study were approved by the U-M Institutional Review Board. Patients were recruited via the U-M Hospital, Ann Arbor, MI, USA, to receive ICB therapy. Patients enrolled in the MI-ONCOSEQ sequencing program (60–63) at the Michigan Center for Translational Pathology (MCTP) and that had sequencing data from pre-treatment tumors were used for prediction of treatment response and survival. Survival times were calculated from the beginning of therapy. RECIST1.140 criteria were used to establish treatment response. Patients with pseudoprogression [imRECIST criteria (64)] were excluded. Sequencing was conducted with approved protocols in the MCTP Clinical Laboratory Improvement Amendments-compliant sequencing laboratory as described previously (61, 62, 65). Briefly, total RNA was purified with the AllPrep DNA/RNA/miRNA kit (Qiagen) and sequenced with the exome-capture transcriptome system in the paired-end method on a HiSeq 2000 or HiSeq 2500 (Illumina). Quality control, alignment, and expression quantification was achieved with CRISP, the standard clinical RNA-Seq pipeline (66). Data were then analysed with the R package *edgeR* (67).

### Analysis of Public Data.

Public data from immunotherapy-treated cohorts with *PIKFYVE* mRNA expression were downloaded from the Kaplan Meier plotter (68) (https://kmplot.com/analysis/index.php?p=service). Data from pre-treatment samples were used for the prediction of survival. Best cutoff was selected in the dichotomized analysis.

### Statistical Analysis.

All data points were acquired with distinct samples rather than acquiring with repeated assessments. Data were analyzed and plotted with Prism version 8 (GraphPad Software; San Diego, CA). Data were presented as means ± SD or ± SEM, as stated in the figure legends. Statistical significance was determined with a *P*-value less than 0.05, unless stated otherwise.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

Dataset S01 (XLSX) Click here for additional data file.

## Data Availability

RNA-sequencing data have been deposited in the Gene Expression Omnibus, accession number GSE235945 (69). All other data are available in the manuscript and/or supporting information.

How the deposited data were processed for this re-analysis (not part of the article)

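Bulk RNA-sequencing of 8 pancreatic tumors was analysed, 4 from control KPC1361 cells and 4 from *Pikfyve* KO KPC1361 cells, with groups and replicate numbers taken from the sample labels. The labels do not say which guide RNA the *Pikfyve* KO tumors carried, and they were treated as 1 group. The authors deposited estimated counts per gene, not scaled for library size, and a second table of TPM for the same genes, in which each tumor sums to 1000000. The software, genome build and annotation behind the counts are not named in the paper's main text. Its SI Appendix was not read here and may name them. The genes encoding the classical MHC-I heavy chains H2-K1 and H2-D1 were not analysed here.

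The estimated counts were rounded to whole numbers, since the tests had been planned for counts. The main test was edgeR 4.0.16 (R 4.3.3) with filterByExpr, TMM normalization, glmQLFit and glmQLFTest without covariates, and Benjamini-Hochberg adjustment at 0.05. The filter kept 18757 of 40077 genes. TMM factors were between 0.937 and 1.04. fgsea 1.28.0 ranked genes by the sign of the log2 fold change times the square root of F. It used the mouse Reactome sets that come with the package, of which 96.0% of the Entrez identifiers matched a gene of the tables, and 29 lists of genes written from general knowledge, of which those with at least 5 tested genes entered the enrichment. List scores were the mean of log2(CPM + 0.5) over a list's tested genes in each tumor and were compared by exact two-sided permutation tests, whose smallest p is 0.029 for 4 against 4. A level of 3 counts, the smallest that the depth was taken to show, corresponds to between 0.0873 and 0.117 CPM. This floor covers counting error only.

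The alternatives were DESeq2 1.42.0, library size without TMM, a minimum of 10 counts in every tumor, no filter beyond 1 count in any tumor, limma 3.58.1 on log2(TPM + 1), the replicate number as a block, removal of pancreatic acinar genes, ranking by log2 fold change, camera with estimated correlation between genes, other set sizes, thresholds and pseudocounts, and leaving out each tumor in turn. The replicate numbers come from the labels, which do not say that same-numbered tumors were handled together. The tests were checked on simulated counts in which 200 genes were changed 2-fold and the 506 genes of chromosome 18 were lowered by 0.3 on the log2 scale. edgeR tested 18569 of the simulated genes. It recovered 64.0% of the 200 changed genes and made 3 calls among the 17876 tested genes that were neither changed nor on chromosome 18. All simulated genes had the same relative spread and varied independently, without differences in cell content between tumors. These numbers therefore do not measure the error among the real tumors.

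The genes named are those the paper names that bear on these tumors, the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05, a mean log2 CPM of at least 2 and groups that do not overlap, the leading genes of the reported sets and members of the cell type lists. A gene that this rule selects is not reported here. Groups did not overlap for 26.6% of the tested genes, where chance gives 2.86%. Tests, alternatives, gene lists and this rule were set before the data were examined, except where the closing section says otherwise. The human cohort data were not used here.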

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

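The tests on stretches of chromosomes were chosen after the per-tumor medians of the chromosomes had been seen, and what the tests with random lists, with library size alone and without strongly changed genes can show was judged after their values were seen. Among 146 groups of 4 tumors, 8 had 1 tumor far from the other 3, where chance gives about 7.3, so these are no more than chance gives. They were *Pikfyve* at 118.0 CPM in *Pikfyve* KO tumor 3, *Ifng* at 0.15 CPM in control tumor 3, which is 4 counts, *Pdcd1* at 3.84 CPM in control tumor 4, *Chil4* at 226.1 CPM in *Pikfyve* KO tumor 2, *Acod1* at 24.4 CPM in *Pikfyve* KO tumor 3, and the median log2 levels of chromosome 2 in *Pikfyve* KO tumor 2 (0.037), of chromosome 15 in *Pikfyve* KO tumor 1 (0.14) and of chromosome X in control tumor 1 (-0.043). No biological explanation was tested for single tumors. The large rise of *Chil4* is uneven, from 6.58 to 226.1 CPM among the *Pikfyve* KO tumors.

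Genes of chromosomes 18 and 19, which the paper does not discuss as such, were lower in the *Pikfyve* KO tumors. The median log2 fold change was -0.24 over 506 genes of chromosome 18 and -0.23 over 612 genes of chromosome 19. Relative to all genes, the chromosome 18 medians were -0.24, -0.19, -0.21 and -0.23 in the 4 *Pikfyve* KO tumors and between -0.029 and 0.018 in the control tumors (exact permutation p = 0.029, adjusted p = 0.071 over 20 chromosomes by the same permutation test). The same smallest p was reached by 8 chromosomes, and 0 of 20 passed after adjustment. On chromosome 19 the control tumors themselves differed, with 0.24 in control tumor 3 and -0.18 in control tumor 4.

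For chromosome 18, the median difference from all genes was -0.25. It was -0.22 after a correction for GC content and gene length, so these explain at most a small part. Scaling by library size alone moves all genes of a tumor alike, so its value of -0.25 tests nothing. The value was -0.23 without genes that changed more than 2-fold, but those genes were chosen by the change itself, so this does not tell whether a few strongly changed genes carry the shift. Over the third of genes least related to *Ptprc*, a leukocyte gene, within the groups it was -0.20, which leaves most of the shift outside leukocyte content as far as that gene tracks it. Of 10000 random gene lists matched on expression, 0% were as far from all genes, but 9 of 20 chromosomes gave 0%, and random lists ignore that neighbouring genes vary together, so chance cannot be excluded this way. Divided into 5 stretches of genes, chromosome 18 was negative in 20 of 20 medians of the 4 *Pikfyve* KO tumors, between -0.32 and -0.067. A candidate explanation, held as a hypothesis, is a lost copy of the chromosome in part of the *Pikfyve* KO cancer cells, or a gained one in the control cells. On chromosome 19, all 10 medians of control tumors 3 and 4 had the sign of the whole chromosome in that tumor, which is consistent with copy number differences among the injected cells. These tests cannot tell a copy number difference from regulation along a chromosome, and no DNA was measured. Without the genes of both chromosomes, an alternative added after the data were seen, 3507 genes had an adjusted p-value under 0.05.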

How the results depend on the processing

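Of 124 alternative values for 7 main results, 103 counted as unchanged. For numbers of genes or sets this means within a set factor of the main number. For the other results it means the same direction and the same side of the threshold. The number of lists that passed adjustment is not among the 7. With the replicate number as a block, 3480 genes passed, the interferon gamma NES was 2.74 and that of the IFN-γ response list 3.51. The deviations of same-numbered tumors correlated by -0.021 on average, so the numbers do not pair the tumors. In that block design the CD8 difference of 1.47 and the MHC-I difference of 1.58 had an exact sign-flip p of 0.125, the smallest that 4 pairs allow.

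The number of genes with an adjusted p-value under 0.05 was 3917, and lay between 2305 and 4460 across the 8 fits that each left out one tumor. It was 1297 with a minimum change of 2-fold, of which 785 were higher and 512 lower, 5156 with DESeq2, of which 3901 were shared with the 3917, and 3015 with limma on log2(TPM + 1). The share of higher genes was 45.9%, but 60.0% with library size alone and 59.6% with limma on TPM, so the balance of rises and falls depends on the scaling, and also on the minimum change. Counts thinned to the smallest library gave 3789 genes, and a GC and length correction with limma gave 4153 against 3988 without it. These last alternatives were added after the data were seen, and neither depth nor GC content and length removed the calls. Of the 35 splits of the 8 tumors into 4 and 4, 1 gave as many genes, the real one, and the most any other split gave was 4. The real split parts all 4 same-numbered pairs. Among the 8 splits that do so, 1 gave as many genes, a share that cannot fall under 0.05.

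An enrichment score as large in either direction came from 2 of the 35 splits for the Reactome interferon gamma set and from 3 of the 35 for the IFN-γ response list, and from 1 and 2 of the 8 splits that part the same-numbered pairs. The other splits with a score as large keep 6 of the 8 tumors with their own group and so carry much of the real difference. Among the 18 splits that mix the groups evenly, 0 gave a score as large, and the largest were 1.76 for the Reactome set and 2.40 for the list. These counts by mixing were made after the data were seen. In the real grouping the direction with more Reactome sets was the lower one, with 91 sets, and the direction with fewer had 30. As many sets in the direction with more came from 20 of the 35 splits, from 5 of the 8 and from 11 of the 18 evenly mixed splits, and the median of the other splits was 113.5. As many in the direction with fewer came from 8 of the 35 splits, from 1 of the 8 and from 4 of the 18, and the median of the other splits was 21.5. Among the 35 splits the numbers of sets therefore do not set the real grouping apart. These counts of sets were chosen after the data were seen. With camera the numbers of higher and of lower Reactome sets were both 0, with 12 higher at an unadjusted p under 0.05. The interferon gamma set was among the 12, with an unadjusted p of 0.017 and an adjusted p of 0.986 by camera. The adjusted p of the IFN-γ response list was 0.049 with camera, and with fgsea it was at most 2.0e-45 across the fits that left out a tumor. The camera value rests on the MHC-I antigen presentation list being part of the adjustment. The number of higher sets was 59 without the expression filter and 56 with limma on TPM, and lay between 27 and 55 across the fits that left out one tumor. The cause of these moves was not tested. The words counted as an immune term, found in the names of 17 of the 30 higher sets, were corrected after the results were seen. The NES of the interferon gamma set lay between 2.70 and 2.82 and that of the IFN-γ response list between 3.58 and 3.72 across the same fits. Without its immune cell marker genes, an alternative added later, the NES of the list was 3.62.

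The log2 fold change of *Pikfyve* was close to 0 throughout. It was -0.0028 with DESeq2, -0.00033 with at least 10 counts in every tumor and -0.085 after the GC and length correction. With library size alone it was 0.084, and with limma on log2(TPM + 1) it was 0.063. Across the fits that left out a tumor it lay between -0.019 and 0.019.

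The CD8 difference lay between 1.26 and 1.60 and the MHC-I difference between 1.45 and 1.67 across those fits. The CD8 difference changed sign, to -0.069, only when the T cell list was subtracted. No list passed adjustment under any alternative (0 of 29). This shows no stability, since at least 17 lists must be at the smallest exact permutation p to pass, and in the sign-flip test none can. The number of lists at an unadjusted exact permutation p under 0.05 was 16 as reported and between 12 and 16 across the 15 alternatives other than the sign-flip test. List differences that were not at a permutation p under 0.05 changed sign in some settings: NK cells from -0.24 to 0.028 with a pseudocount of 0.1 and 0.32 with the median over genes, lymphoid tissue stroma from -0.026 to 6.9e-05 with that pseudocount, 0.036 with library size alone and 0.16 with the median, neutrophils from 0.049 to -0.044 with that pseudocount, and endothelial cells from -0.18 to 0.0024 with the median. When each tumor was left out in turn, which was added for these lists after the data were seen, the B cell difference lay between -0.73 and 0.26 and the lymphoid tissue stroma difference between -0.19 and 0.30. Among other results 15 became weaker, 5 stronger and 2 moved. The adjusted p from fgsea reached 0.053 for the peroxisome list and 0.0501 for TNF signaling via NF-κB in some settings. The exact permutation p of list scores reached 0.2 for heme metabolism and 0.114 for peroxisome and TGF-β signaling. It reached 0.057 for the cytotoxic effector list and the CD4 and regulatory T cell list. *Pdcd1* and *Atg7* each lost significance in 2 of the fits that left out a tumor. *Atg7* also lost it with limma on log2(TPM + 1), where its log2 fold change was -0.11 (adjusted p = 0.543 from limma).

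With about 25390436 to 34540047 counts per tumor, *Ifng* was near the smallest level the depth can show. Without the expression filter its log2 fold change was 4.13 (adjusted p = 0.016 from edgeR's quasi-likelihood test).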

Differences from the paper's values

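The paper's normalized enrichment score for IFN-γ response is about 2.2 in Fig. 3F, read by eye, and the list of IFN-γ response genes used here gave 3.62. The list is not the paper's gene set. None of the alternatives set before the data were examined closed the gap: the score was 2.93 with ranking by log2 fold change, 3.32 with limma on log2(TPM + 1), 3.36 with library size alone and 3.76 without the expression filter.

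The paper places IFN-γ response first among its pathways. The IFN-γ response list also ranked 1 among the 10 lists written for the pathways of Fig. 3F, while in the Reactome collection the interferon gamma set ranked 2. It ranked 1 of the Reactome sets with DESeq2, with library size alone, without the expression filter, and when control tumor 1, control tumor 2 or *Pikfyve* KO tumor 2 was left out.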

Other observations

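The comparisons of the CD8 genes with acinar genes and with the lists of NK cells, B cells, macrophages and neutrophils were chosen after those genes had been seen. The values for *Ptprc* and for *H2-Q5*, *H2-K2* and *H2-Bl* were also chosen after they were seen. The genes set aside from the heme list were named from general knowledge after the data were seen.

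The 12 tested genes of an MHC-I antigen presentation list were higher in the *Pikfyve* KO tumors by 1.58 on the log2 scale (exact permutation p = 0.029; adjusted p = 0.052 over 29 lists by the same permutation test), in 4 of 4 tumors above all control tumors. The log2 fold changes were 2.31 for *Tap1*, 2.46 for *Psmb8*, 2.67 for *Psmb9* and 2.59 for *Nlrc5*. Relatives of the MHC-I heavy chain genes that the annotation lists as pseudogenes, *H2-Q5* and *H2-Bl* (polymorphic) and *H2-K2* (transcribed, unprocessed), had log2 fold changes of 1.67, 1.39 and 1.58. Reads can be shared with near-identical genes, so these values are uncertain and do not measure a heavy chain gene. The paper's statement on MHC-I mRNA is about cultured cells, and these are whole tumors. *Atg7* had a log2 fold change of -0.40 (adjusted p = 0.021 from edgeR's quasi-likelihood test), and *Atg5* of 0.096 (adjusted p = 0.486 from the same test). The *Atg7* value depends on the setting. Across its 16 alternatives the log2 fold change lay between -0.46 and -0.11 and the adjusted p between 0.0016 with DESeq2 and 0.543 with limma on log2(TPM + 1), and its TPM was 35.8 ± 5.39 (SD, n = 4) in the control tumors and 32.9 ± 1.57 (SD, n = 4) in the *Pikfyve* KO tumors. A list of 33 lysosome and autophagy genes differed by 0.053 (exact permutation p = 0.429).

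Lymph node or spleen tissue in the samples is an explanation for higher CD8 genes that would also raise B cell genes. The B cell list differed by -0.42 (exact permutation p = 0.943), but its direction rests on control tumor 3, with a score of 3.05 against 0.32, 0.60 and 0.077 in the other control tumors. Without that tumor the difference was 0.26 (exact permutation p = 0.171). Control tumor 3 was also highest of the control tumors for the lymphoid tissue stroma list, at 2.69. With the B cell list subtracted, the CD8 difference was 1.88 (exact permutation p = 0.029, the smallest possible). It lay between 1.23 and 2.29 when each tumor was left out in turn. Lymphoid tissue would raise both kinds of genes, so these values argue against it as the source of the whole CD8 rise. A smaller contribution of lymphoid tissue cannot be excluded this way. Normal pancreas tissue varied widely between tumors, with acinar scores from -0.20 to 7.72, but did not separate the groups (exact permutation p = 0.571). The CD8 genes minus *Ptprc* differed by 0.040 (exact permutation p = 0.886), so the CD8 genes rose about as much as this single leukocyte gene. Minus the mean score of the NK cell, B cell, macrophage and neutrophil lists, the CD8 genes differed by 1.5 (exact permutation p = 0.029, the smallest possible). The difference lay between 1.29 and 1.72 when each tumor was left out in turn. This goes against an equal rise of all leukocytes. The dendritic cell list, which rose by 1.10, was not among the 4 lists subtracted, so leukocytes beyond those 4 lists are not covered. Against the macrophage list alone the difference was 0.99 (exact permutation p = 0.114), which the spread between tumors did not separate from 0.

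The heme metabolism list was lower in the *Pikfyve* KO tumors (NES -1.86). If less blood in these samples were the cause, the fall would rest on genes restricted to red cell precursors, but without those genes the NES was -1.78 (adjusted p = 0.0016 from fgsea). Less blood alone therefore does not account for it. No biological explanation was tested.

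The *Pikfyve* KO tumors resembled each other unevenly. The correlation of log2 CPM across genes was 0.989 between tumors 1 and 4 and 0.989 between tumors 2 and 3, and between 0.968 and 0.970 for the other pairs. Genes are not independent replicates. Counts within both closest pairs differed by 15.8 and 14.5 times the variance of sampling noise, so these are not a single library deposited again. Acinar scores were 7.72, -0.15, -0.081 and 4.66 in *Pikfyve* KO tumors 1 to 4. Without the acinar and islet genes the lowest correlation within those pairs was still 0.014 above the highest of the others, so those genes alone are not the source. The fibroblast scores fell into the same pairs, with 6.19 and 6.01 in *Pikfyve* KO tumors 1 and 4 against 7.46 and 7.36 in tumors 2 and 3, and a different mix of cells or tissue was not excluded. The labels give no batch and no guide RNA, and neither a technical batch nor the guide was tested as the source of the pairs. The count differences do not exclude that a pair came from 1 tumor. All tests treated the 4 *Pikfyve* KO tumors as independent. If the tumors of a pair share a source, the p-values are too small.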
